# A Genetic Basis for a Postmeiotic X Versus Y Chromosome Intragenomic Conflict in the Mouse

**DOI:** 10.1371/journal.pgen.1002900

**Published:** 2012-09-13

**Authors:** Julie Cocquet, Peter J. I. Ellis, Shantha K. Mahadevaiah, Nabeel A. Affara, Daniel Vaiman, Paul S. Burgoyne

## Abstract

Intragenomic conflicts arise when a genetic element favours its own transmission to the detriment of others. Conflicts over sex chromosome transmission are expected to have influenced genome structure, gene regulation, and speciation. In the mouse, the existence of an intragenomic conflict between X- and Y-linked multicopy genes has long been suggested but never demonstrated. The Y-encoded multicopy gene *Sly* has been shown to have a predominant role in the epigenetic repression of post meiotic sex chromatin (PMSC) and, as such, represses X and Y genes, among which are its X-linked homologs *Slx* and *Slxl1*. Here, we produced mice that are deficient for both *Sly* and *Slx/Slxl1* and observed that *Slx/Slxl1* has an opposite role to that of *Sly*, in that it stimulates XY gene expression in spermatids. *Slx/Slxl1* deficiency rescues the sperm differentiation defects and near sterility caused by *Sly* deficiency and vice versa. *Slx/Slxl1* deficiency also causes a sex ratio distortion towards the production of male offspring that is corrected by *Sly* deficiency. All in all, our data show that *Slx/Slxl1* and *Sly* have antagonistic effects during sperm differentiation and are involved in a postmeiotic intragenomic conflict that causes segregation distortion and male sterility. This is undoubtedly what drove the massive gene amplification on the mouse X and Y chromosomes. It may also be at the basis of cases of F1 male hybrid sterility where the balance between *Slx/Slxl1* and *Sly* copy number, and therefore expression, is disrupted. To the best of our knowledge, our work is the first demonstration of a competition occurring between X and Y related genes in mammals. It also provides a biological basis for the concept that intragenomic conflict is an important evolutionary force which impacts on gene expression, genome structure, and speciation.

## Author Summary

Both copies of a gene have normally an equal chance of being inherited; however, some genes can act “selfishly” to be transmitted to >50% of offspring: a phenomenon known as transmission distortion. Distorting genes on the X or Y chromosome leads to an excess of female/male offspring respectively. This then sets up a “genomic conflict” (arms race) between the sex chromosomes that can radically affect their gene content. Male mice that have lost part of their Y produce >50% female offspring and show over-activation of multiple genes on the X, providing strong circumstantial evidence for distortion. Here, we demonstrate the existence of a genomic conflict regulated by the genes *Slx/Slxl1* and *Sly*, present in ∼50 to 100 copies on the X and Y chromosomes respectively. SLX/SLXL1 and SLY proteins have antagonistic effects on sex chromosome expression in developing sperm and skew the offspring sex-ratio in favor of females/males. Interestingly, while deficiency of either gene alone leads to severe fertility problems, fertility is improved when both genes are deficient. We believe that the conflict in which *Slx/Slxl1* and *Sly* are involved led to the amplification of X and Y genes and may have played an important role in mouse speciation.

## Introduction

Transmission distorters (TDs), also known as segregation distorters or meiotic drivers, are genetic elements that are transmitted to the next generation with a higher frequency than the expected 1∶1 Mendelian inheritance ratio. TDs have the tendency to accumulate in low recombination regions where tight linkage allows cooperation between TDs and responder genes to evolve, as seen in the mouse *t*-complex [1] [for recent reviews see [2], [3]]. The non-recombining region of the heteromorphic sex chromosomes is the largest genomic example of recombination suppression [4], with the consequent potential for TDs to arise and distort the population sex ratio. Theory predicts that an unlinked suppressor of the sex ratio distortion (whether autosomal or on the other sex chromosome) would rapidly be selected for to restore the Fisherian 1∶1 sex ratio [5]. A subsequent evolutionary arms race between the distorter and its suppressor may follow and lead to repeated bouts of amplification of the genes involved in this intragenomic conflict [6]. In *Drosophila*, the X- and Y-encoded multicopy genes *Stellate* and *Suppressor of Stellate* are believed to illustrate the genomic conflict theory since deletions of *Su(Ste)* locus lead to a derepression of *Stellate* associated with a distorted sex ratio towards an excess of females; but to date it remains unclear whether or not *Stellate* is a transmission distorter [7], [8]. Intragenomic conflicts over sex chromosome transmission are predicted to have influenced genome structure, gene expression and speciation [2], [3]. Several cases of sex chromosome transmission distortion have been reported in the literature but they mostly concern Drosophila species [2], [9]–[14] and remain poorly characterized in mammals. Sex ratio segregation distortion may be more frequent than observed as the distortion is often masked by the presence of a suppressor in wild-type (WT) populations [2], [9]–[15].

In the mouse, the existence of an intragenomic conflict between X- and Y-linked genes has long been suggested: males with a partial deletion of the male specific region of the Y long arm (MSYq) produce offspring with a sex ratio skewed towards females [16], suggesting that MSYq encodes a factor(s) suppressing sex ratio distortion. MSYq consists of multicopy gene families, present in ∼60 to 100 copies [17]–[24], many of which possess X-linked multicopy homologous genes [20], [25], [26]. This has been considered a manifestation of a conflict between an X-encoded TD and a Y-encoded suppressor that remain to be identified [16], [20], [26], [27].

We have previously shown that the MSYq-encoded multicopy gene *Sly* (*Sycp3-like Y-linked*) represses the postmeiotic expression of X and Y genes [19]. *Sly*-deficient males – also known as shSLY males since they carry a short hairpin RNA-expressing transgene which triggers the specific degradation of *Sly* transcripts by RNA interference – present a remarkable up-regulation of sex chromosome genes in postmeiotic germ cells (spermatids) associated with a loss of repressive epigenetic marks, such as trimethylated histone H3 (H3K9me3) and CBX1 [19]. SLY therefore limits sex chromosome expression *via* the recruitment/maintenance of repressive epigenetic marks to post meiotic sex chromatin (PMSC) and has been proposed to associate with the sex chromosomes through its Cor1 domain – a domain thought to mediate chromatin interactions (Conserved Domain Database from the National Center for Biotechnology Information, http://www.ncbi.nlm.nih.gov/Structure/cdd/cddsrv.cgi?uid=147120).

Interestingly, *Slx* and *Slxl1*, two multicopy X-linked genes related to *Sly* [25] have been co-amplified with *Sly* during the evolution of the mouse genome [18], [20] and are among the genes that are up-regulated when *Sly* expression is reduced/absent [19]. Using a strategy of transgenically-delivered short hairpin RNA similar to the one previously used to disrupt the function of *Sly*, we have recently produced *Slx/Slxl1*-deficient mice (also known as shSLX mice). This study has shown that *Slx/Slxl1* are indispensable for normal sperm differentiation, and that *Slx/Slxl1* deficiency leads to the deregulation of a number of autosomal genes [28]. Moreover, both SLY and SLXL1 proteins have now been shown to interact with the acrosomal protein DKKL1 [21], [29].

In the present study we show that SLX/SLXL1 and SLY proteins have antagonistic effects on gene expression for both the sex chromosomal genes deregulated in shSLY and the set of autosomal genes deregulated in shSLX, and furthermore have antagonistic effects on offspring sex ratio. Our data demonstrate that *Slx/Slxl1* and *Sly* are involved in a postmeiotic intragenomic conflict; we propose this phenomenon has had a strong impact on the structure and epigenetic regulation of the sex chromosomes, and may also have influenced the evolution of hybrid sterility in the mouse lineage.

## Results

### In *Sly*-deficient mice, SLX/SLXL1 proteins relocate to the nuclear sites vacated by SLY proteins

In normal males, SLX/SLXL1 proteins are located in the cytoplasmic compartment of spermatids [28], whereas SLY is additionally detected in the spermatid nucleus where it has been shown to colocalize with the X and Y chromosomes [19]. When performing immunofluorescence detection of SLX/SLXL1 proteins on spermatids devoid of SLY protein (i.e. on shSLY testicular sections), we observed an augmented SLX/SLXL1 signal in the cytoplasm compared to controls (WT) – confirming up-regulation at the protein level – and some signal in shSLY round spermatid nuclei that was not visible in WT (Figure 1A). The presence of SLX/SLXL1 proteins in shSLY spermatid nuclei was confirmed by Western blot analyses of nuclear fractions (Figure 1B). We then investigated in more detail the nuclear localization of SLX/SLXL1 in the context of *Sly* deficiency. The vast majority of shSLY spermatid nuclei showed a strong SLX/SLXL1 signal (280/369, 76%) (Figure 1C and Figure S1). This signal colocalized with the postmeiotic sex chromatin (PMSC, i.e. the X or the Y chromosome since spermatids are haploid) in 96.5% of round spermatids (82/85; 32/34 for X-bearing and 50/51 for Y-bearing spermatids). In comparison, 84% of WT round spermatid nuclei (265/316) did not have any SLX/SLXL1 signal. The nuclear SLX/SLXL1 signal observed in the remaining ∼16% of WT round spermatid was very weak when compared to the nuclear signal in shSLY round spermatids but appeared to colocalize with the PMSC in the majority of the cases (Figure S1).

**Figure 1:**
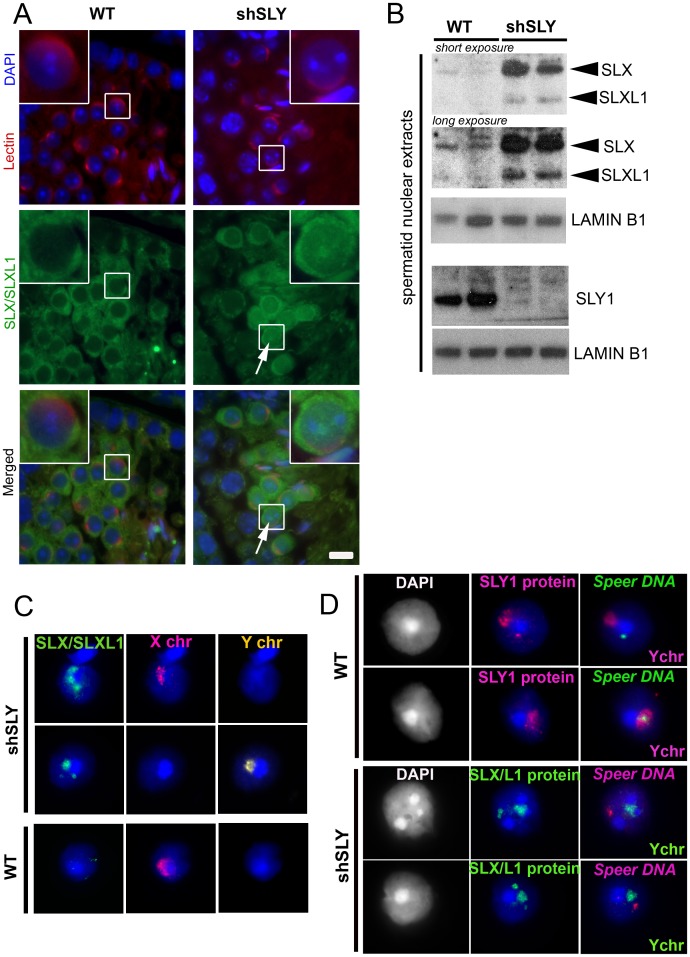
SLX/SLXL1 proteins behave similarly to SLY in its absence. A) Immunofluorescence detection of SLX/SLXL1 protein (green) in wild-type (WT) and *Sly*-deficient (shSLY) testicular sections. DAPI (blue) was used to stain nuclei and lectin-PNA (red) was used to stain acrosomes in order to determine tubular stage. The inset represents a 3× magnification. Pictures were taken using the same image capture parameters. Scale bar indicates 10 µm. B) Western blot detection of SLX/SLXL1 proteins in nuclear extracts from shSLY and WT round spermatids. SLY1 antibody was used on the same extracts to confirm the absence of SLY protein in the shSLY nuclear fraction. *Sly* gene encodes two alternative splice variants (*Sly1* and *Sly2*) which are predicted to be translated into a long and a short protein isoform (SLY1 and SLY2), but only SLY1 proteins have been detected so far and it remains unclear whether *Sly2* transcripts are translated [21]. LAMIN-B1 detection was used as a loading control. C) Immunofluorescence detection of SLX/SLXL1 protein (green) in shSLY and WT round spermatid nuclei. DAPI (blue) was used to stain nuclei. X and Y chromosome painting were performed sequentially. A strong SLX/SLXL1 signal was observed in the majority of shSLY spermatid nuclei (76%). This signal colocalized with either sex chromosome in 96.5% of the cases. No signal could be detected in the majority of WT round spermatid nuclei (84%). D) Immunofluorescence detection of SLY1 (pink) or SLX/SLXL1 (green) protein in WT or shSLY round spermatids. Hybridization with a DNA probe detecting *Speer* gene cluster was subsequently performed, followed by Y chromosome painting. DAPI (white or blue) was used to stain nuclei. SLY1 protein colocalized with *Speer* gene cluster in 78.5% of WT spermatids while SLX/SLXL1 proteins colocalized with *Speer* gene cluster in 73% of shSLY spermatids.

In addition to colocalizing with the PMSC, foci of SLX/SLXL1 proteins were observed outside the sex chromatin, reminiscent of the SLY signal present in the nucleus of WT spermatids [19]. We have since established that these ‘ectopic’ SLY sites include a ∼14 Mb cluster of 7 *Speer* genes on chromosome 5 that are up-regulated in shSLY spermatids. As a result, SLY immunofluorescence followed by fluorescent hybridization of a *Speer* DNA probe (DNA FISH) showed that, in the majority of WT round spermatids (107/136, 78.5%), SLY protein colocalized with the *Speer* DNA FISH signal (Figure 1D). We next looked at SLX/SLXL1 proteins in *Sly*-deficient round spermatids and observed that they colocalized with the *Speer* gene cluster in 73% of the cases (130/178) (Figure 1D). Thus, in the absence of SLY, SLX/SLXL1 proteins colocalize with the sex chromatin and with the autosomal *Speer* gene cluster, mimicking the pattern observed for SLY protein in WT spermatids.

### Transgenic delivery of shSLX and shSLY short hairpin RNAs leads to a dramatic reduction in *Slx/Slxl1* and *Sly* RNA and protein levels

We then wondered if the localization of SLX/SLXL1 proteins to the PMSC in the absence of SLY also affects postmeiotic sex chromosome gene expression. To address this question, we generated males that were deficient for SLX/SLXL1 and SLY proteins: we produced males carrying shSLY (*Sly* specific short hairpin RNA) transgene [19] together with one or two shSLX (*Slx/Slxl1* specific short hairpin RNA) transgenes, shSLX1 and/or shSLX2 [28]. Firstly, we checked the efficiency of *Slx/Slxl1* and *Sly* knockdowns in round spermatids from males carrying shSLX1 and shSLY transgenes (hereafter named shSLX1shSLY males). The reduction in *Slx/Slxl1* transcript level was similar in shSLX1shSLY males and in shSLX1 siblings, while *Sly* knockdown was even stronger in shSLX1shSLY males compared to shSLY siblings (Figure 2A and 2B). *Sly* transcript quantification included both alternative splice variants (*Sly1* and *Sly2*) [21] which were knocked-down with the same efficiency [19]. No SLY1 protein could be detected in shSLY or in shSLX1shSLY tissues (Figure 2D–2E). To date it remains unclear whether *Sly2* transcripts are translated since anti-SLY1 antibody cannot detect SLY2 protein [21]. The discrepancy between transcript and protein levels is likely due to the presence of non-coding *Sly* transcripts, as previously observed [19]. Reduction in SLX and SLXL1 proteins was similar in shSLX1shSLY males and in shSLX1 siblings (Figure 2C). We also produced shSLX1/2shSLY males that carry the two shSLX transgenes along with the shSLY transgene. As expected, shSLX1/2shSLY males showed a very efficient knockdown of *Slx* and *Slxl1* (Figure S2A); *Sly* knockdown in these males was similar to that in shSLX1shSLY males (Figure S2B). Thus, the combination of shSLX and shSLY transgenes gives an efficient knockdown of *Slx/Slxl1* and *Sly* genes; the resulting transgenic males are therefore deficient for *Slx/Slxl1* and *Sly* transcripts and proteins (hereafter named *Slx/y*-deficient males).

**Figure 2:**
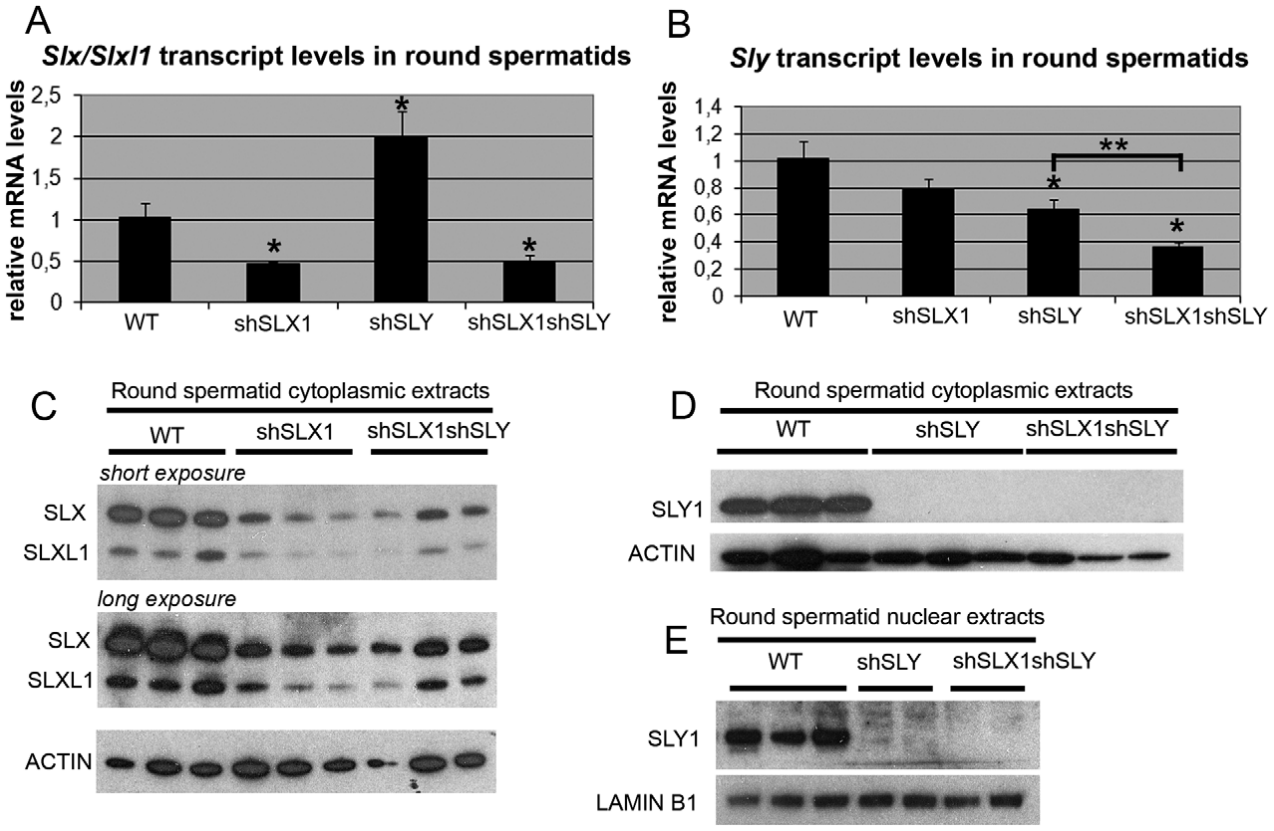
The combination of shSLX and shSLY transgenes produces an efficient knockdown of *Slx/Slxl1* and *Sly* genes. A–B) Real time PCR quantification of *Slx*/*Slxl1* (*Slx-all* primers) (A) and *Sly* (*Sly1* and *Sly2* variants) (B) transcript levels in WT, shSLX1, shSLY and shSLX1shSLY round spermatids. The y-axis indicates the level of expression compared to WT after normalization with *Acrv1* (2^ΔΔCt^ ± standard errors). The reduction in *Slx/Slxl1* transcript level was similar in shSLX1shSLY males and in shSLX1 siblings. As observed before [19], *Slx/Slxl1* transcript level was found increased in shSLY males. One asterisk indicates significant difference from WT (p<0.05; t test on ΔΔCt values). *Sly* knockdown was even stronger in shSLX1shSLY males compared to shSLY siblings [two asterisks indicate significant difference between shSLX1shSLY and shSLY (p = 0.02; t test on ΔΔCt values)]. C–E) Western blot detection of SLY1, SLX and SLXL1 proteins in nuclear and cytoplasmic fractions from WT, shSLY, shSLX1 and shSLX1shSLY round spermatids. LAMIN B1 and ACTIN detection were used as loading controls for nuclear and cytoplasmic fractions, respectively. No SLY1 protein could be detected in shSLY or in shSLX1shSLY samples.

### In *Sly*-deficient spermatids, SLX/SLXL1 proteins increase sex chromosome gene expression associated with a reduction of H3K9me3 marks on PMSC

We then performed microarray transcriptome analyses on *Slx/y*-deficient purified round spermatids and compared these results to those obtained from *Sly*-deficient and from WT round spermatids (Figure 3 and Figure S3). 

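Round spermatids are haploid germ cells that have completed meiosis and not yet elongated. They were purified to over 90% from pools of testes of 2 to 5 MF1 males, and the RNA of 4 WT, 3 Sly-deficient (shSLY), 3 Slx/Slxl1-deficient (shSLX1) and 3 Slx/y-deficient (shSLX1shSLY) preparations was hybridized to 13 single-colour Illumina mouse BeadChip arrays. The males were 8 weeks old according to the sample labels and 2 months old according to the paper. Sly, the target of the shSLY transgene, was measured by 1 probe. Its log2 intensity was 10.16, 10.32, 9.83 and 9.82 on the WT arrays, 10.36, 10.05 and 10.68 on the arrays labelled shSLY, 9.19, 8.62 and 10.18 on those labelled shSLX1, and 10.27, 10.36 and 10.60 on those labelled shSLX1shSLY. The probe was therefore not lower on the arrays labelled shSLY than on the WT arrays. The part of the multicopy Sly transcripts that it detects is not given in the sources used here, so it does not check the labels, and group names are used here as the labels give them. The paper's protein and real-time PCR measurements in Figure 2 show reduced SLY1 protein and Sly transcript in shSLY. No probe named Slx or Slxl1 was used here.
Each array held a mean bead signal and a detection p-value for 45281 probes. The authors deposited these signals without normalization and, separately, a table of normalized values. Signals were corrected for background and quantile normalized with the neqc function of limma. Genes were kept when 1 of their probes was detected on at least 3 arrays, which left 14660 genes or single unnamed probes, 10746 of them on autosomes, 355 on the X and 16 on the Y. Between 16110 and 18251 probes were detected on the WT arrays (median 17604), 17663 to 19057 on shSLY (median 18432), 16432 to 17842 on shSLX1 (median 17419) and 17066 to 17533 on shSLX1shSLY (median 17392). Groups were compared with limma on the log2 scale over all 13 arrays. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold-change over 1.5, the threshold of Figure S3, and the number of arrays limits the precision.
The arrays were clustered into 3 sets on the signals of the 20382 probes that were detected on no array. The number of sets was chosen, not tested. Only the third set stood apart by these correlations. Arrays of the second set correlated with those of the first at 0.462 to 0.553, and with each other at 0.441 to 0.490. The first set held WT replicates 1 and 2 with shSLY replicates 1 and 2, the second held WT replicates 3 and 4 with shSLX1 replicates 1 and 2, and the third held shSLY replicate 3, shSLX1 replicate 3 and all 3 shSLX1shSLY arrays. The median signal of undetected probes was 53.4 to 56.1 in the first set, 71.1 to 78.1 in the second and 71.7 to 78.1 in the third. According to the methods, the earlier analyses that the series extends had together used 2 shSLY, 2 shSLX1 and 4 WT preparations, the same numbers as the first 2 sets hold, and which arrays these were is not given in the sources used here. Since the third set holds no WT array, the comparison of shSLX1shSLY with WT runs across sets, and values with the set as a block or within a set are given beside it.

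**Figure D1:**
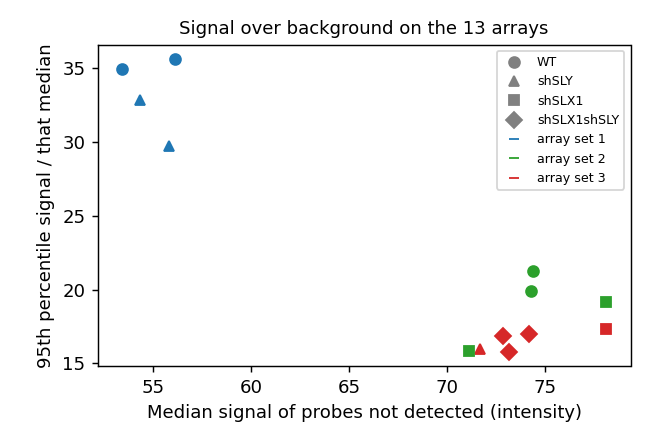
Signal over background of the 13 arrays. The x axis gives the median bead signal (intensity), on each array, of the probes that were detected on none of the 13 arrays. The y axis gives the 95th percentile of all signals of the array divided by that median. Each point is 1 array, with the shape giving the group and the colour the set. The ratio was 19.9 to 35.6 for WT, 16.0 to 32.9 for shSLY, 15.9 to 19.1 for shSLX1 and 15.8 to 17.0 for shSLX1shSLY.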

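Actrt1, an X-linked gene that encodes an actin-related protein, was 1.69 higher on the log2 scale in shSLY than in WT spermatids (standard error 0.17, n = 3 against 4 arrays, adjusted p = 0.000189 from limma). Ssty1 and Ssty2, multicopy genes of the Y long arm, were 1.31 (adjusted p = 0.000337) and 1.04 (adjusted p = 0.00445) higher by limma. Over the 355 X genes measured, the mean log2 ratio to WT was 0.53 ± 0.04 (SD, n = 3) in shSLY, with 313 of the genes above the WT mean. Over the 16 Y genes it was 0.79 ± 0.09 (SD, n = 3), with all 16 above. The same means over X and Y genes lay lower in shSLX1shSLY than in shSLY spermatids, by a log2 difference of -0.20 for the X, where 247 of 355 genes were lower, and of -0.27 for the Y, where 13 of 16 were lower. Each shSLX1shSLY array was below each shSLY array for both chromosomes, and the mean of the autosomal genes differed by -0.0018.
This separation gave p = 0.1 in a two-sided exact permutation test, which is the smallest p that 3 arrays against 3 allow. As gene sets, the X genes (adjusted p = 3.89e-06) and the Y genes (adjusted p = 0.00443) were lower by camera with its preset correlation, and both had adjusted p = 0.174 with an estimated correlation. Taken singly, the direct differences between shSLX1shSLY and shSLY did not pass limma's threshold for Actrt1 (-0.53, standard error 0.18, adjusted p = 0.160), Ssty1 (-0.51, standard error 0.16, adjusted p = 0.145) or Ssty2 (-0.61, standard error 0.19, adjusted p = 0.143). Blocking on the array set gave differences of -0.21 for the X and -0.28 for the Y, and against shSLY replicate 3, which shares their set, the shSLX1shSLY arrays differed by -0.23 and -0.32. Without shSLY replicate 3 the Y difference was -0.24 and no longer passed camera.

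**Figure D2:**
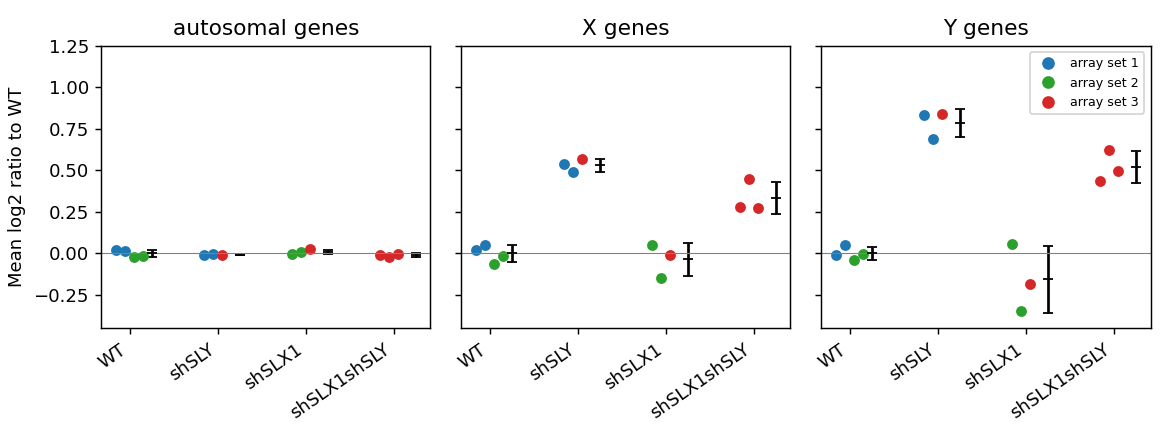
Mean log2 ratio to the WT mean over the autosomal, X and Y genes of each array (y axis, log2 scale) by group (x axis). Each point is 1 array, coloured by array set, and the bars give the group mean ± SD (n = 4 for WT, 3 for the other groups). On the Y, the shSLY arrays lie between 0.69 and 0.84 and the shSLX1shSLY arrays between 0.44 and 0.62, while autosomal means stay near 0.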

The up-regulation of X- and Y-encoded spermatid transcripts was significantly less pronounced in *Slx/y*-deficient males than in *Sly*-deficient males (Figure 3A–3C). Specifically, 222 genes showed a greater than 1.5 fold-increase in *Sly*-deficient spermatids relative to WT, and 196 of them were corrected to some degree by the additional *Slx/Slxl1* deficiency (i.e. in *Slx/y*-deficient spermatids). 

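In spermatids labelled shSLY, 450 genes were called against WT, 340 higher and 110 lower. Among the largest rises were the X-linked homeobox genes Rhox11 (log2 fold change 1.92, standard error 0.18, adjusted p = 8.28e-05) and Tgif2lx1 (1.70, standard error 0.15, adjusted p = 6.21e-05), and the X gene Cypt15 (2.03, standard error 0.27), of a family of proteins of the perinuclear theca. The largest fall was that of the autosomal gene Fndc3a (-2.20, standard error 0.16, adjusted p = 6.45e-06), which encodes a fibronectin type III protein needed for the attachment of spermatids to Sertoli cells, and Agtr1a, an angiotensin II receptor gene, fell by 1.63. In shSLX1shSLY the log2 ratio to WT was 1.10 for Rhox11, 1.56 for Tgif2lx1, 1.63 for Cypt15, -1.52 for Fndc3a and -0.89 for Agtr1a.
Of the 450 genes, 388 had a smaller change in shSLX1shSLY than in shSLY (86.2%, exact 95% binomial interval 82.7 to 89.3% with genes taken as independent). These were 97 of 116 called X genes, all 10 called Y genes, 157 of 181 called autosomal genes and 124 of 143 called genes with no chromosome. The median size of the change went from 0.89 to 0.57 over all called genes, from 0.99 to 0.69 on the X, from 1.03 to 0.59 on the Y and from 0.80 to 0.47 on autosomes. Genes picked for a large change fall back in any new measurement, so the genes were also picked on 2 shSLY arrays and compared with the third. The share then lower in shSLX1shSLY, in the direction of the change, was 81.9%, 67.5% and 78.1% with shSLY replicates 1, 2 and 3 as the third array.
The number called fell to 277 without WT replicate 3, 280 without WT replicate 4 and 256 without shSLY replicate 1. With the replicate number as a block it was 296 (230 higher, 66 lower), with the array set as a block 480, with array quality weights 734 (488 higher, 246 lower), and after median scaling 193 (124 higher, 69 lower).

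**Figure D3:**
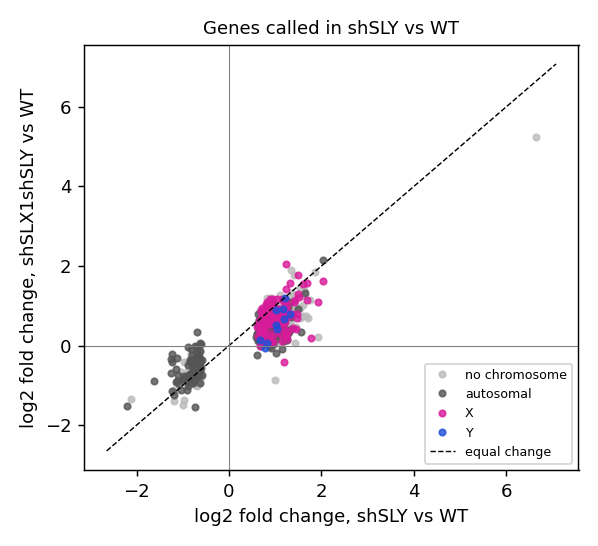
Log2 fold change against WT in shSLX1shSLY (y axis) and in shSLY (x axis) for the 450 genes called in shSLY. Each point is 1 gene, coloured by chromosome class, and the dashed line marks an equal change. Points on the side of the dashed line that faces the line at 0, some of them across 0, are the 388 of the 450 genes with a smaller change in shSLX1shSLY.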

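The probe of Sly, a multicopy gene of the Y long arm that encodes a chromatin-binding protein of spermatids, had a log2 ratio to WT of 0.33 in shSLY (standard error 0.28, adjusted p = 0.615 from limma) and of 0.38 in shSLX1shSLY (adjusted p = 0.376). The direct difference between shSLX1shSLY and shSLY was 0.04 (standard error 0.30, adjusted p = 0.950). Its sign is open, since it was -0.11 without shSLY replicate 2, -0.05 without shSLX1shSLY replicate 3 and -0.37 with the array set as a block, a block that also took the ratio of shSLY to WT to -0.13. In shSLX1 the ratio to WT was -0.70 (standard error 0.28, adjusted p = 0.328), and it passed the threshold without shSLX1 replicate 3 (-1.13). Zfy1, a zinc-finger gene of the Y, had a lower point value in shSLX1shSLY than in shSLY (-0.53, adjusted p = 0.154) without passing.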

As a Y-encoded gene, *Sly* itself is affected by *Slx/Slxl1* knockdown and thus is expressed at a lower level in *Slx/y*-deficient males than in *Sly*-deficient males (Figure 2B and Figure S3). The microarray findings were confirmed for several representative X and Y genes by real time PCR (Figure 3B and Figure S2C). These opposite effects of *Sly* and *Slx/Slxl1* deficiency show that, in the absence of SLY protein, SLX/SLXL1 proteins localize to PMSC where they increase sex chromosome gene expression; when both SLX/SLXL1 and SLY proteins are reduced/absent in PMSC (in *Slx/y*-deficient males), the level of X- and Y- encoded transcripts is closer to the WT value. It is worth noting that while *Slx/Slxl1* deficiency significantly reduces the up-regulation of XY genes induced by *Sly* deficiency, it does not bring expression all the way back down to WT levels. This may indicate that *Slx/Slxl1* knockdown is not sufficient to fully compensate for the effect of *Sly* deficiency; alternatively it may be that in the WT MF1 laboratory strain, the combined effect of the presence of both SLX/SLXL1 and SLY is a net reduction of XY expression level, thus leading to a net increase when both genes are deficient.

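Relative to WT, the X genes of shSLX1shSLY spermatids had a mean log2 ratio of 0.33 ± 0.10 (SD, n = 3) and the Y genes of 0.52 ± 0.09 (SD, n = 3), with 265 of 355 X genes and 14 of 16 Y genes above the WT mean. Every shSLX1shSLY array lay above every WT array for both chromosomes (two-sided exact permutation test, p = 0.0286, the smallest that 3 arrays against 4 allow). By camera with its preset correlation both sets were higher than other genes (adjusted p = 9.12e-14 for the X and 3.59e-06 for the Y), and both had adjusted p = 0.0348 with an estimated correlation. Of the rise in shSLY, 37.2% on the X and 33.9% on the Y was gone in shSLX1shSLY. Of the genes called in shSLY, 68 of 116 on the X and 5 of 10 on the Y were still called in shSLX1shSLY. Actrt1 was 1.16 higher than WT (standard error 0.17, adjusted p = 0.00404) and Ssty1 0.80 (standard error 0.15, adjusted p = 0.0107), while Ssty2 at 0.42 (adjusted p = 0.131) did not pass. Usp9y, a Y gene for a ubiquitin-specific protease, was 0.97 higher (adjusted p = 0.00597) and so was Eif2s3y, a translation initiation factor gene, by 1.23 (adjusted p = 0.0142; 1.18 and not called without shSLX1shSLY replicate 3). Neither was called in shSLY (0.49 and 0.58). Unlike most Y genes, both had higher point values in shSLX1shSLY than in shSLY, by 0.48 and 0.65, without being called.
Blocking on the array set gave means of 0.29 for the X and 0.50 for the Y, but under it Actrt1 (0.84), Ssty1 (0.94), Usp9y (0.68) and Eif2s3y (0.41) were no longer called. Median scaling in place of quantile normalization shifted the median of all genes by -0.35 between shSLX1shSLY and WT, by -0.27 between shSLX1 and WT and by -0.28 between shSLX1shSLY and shSLY. Relative to the autosomal mean, the values under it were 0.39 for the X and 0.48 for the Y in shSLX1shSLY, and Ssty1 (0.35) and Usp9y (0.50) were not called. From the lower values in shSLX1shSLY than in shSLY, the paper concludes that SLX/SLXL1 proteins increase sex chromosome expression when SLY protein is absent. From their distance to WT, it proposes that the knockdown of Slx/Slxl1 compensates in part, or that both proteins together lower XY expression in the WT strain.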

**Figure 3:**
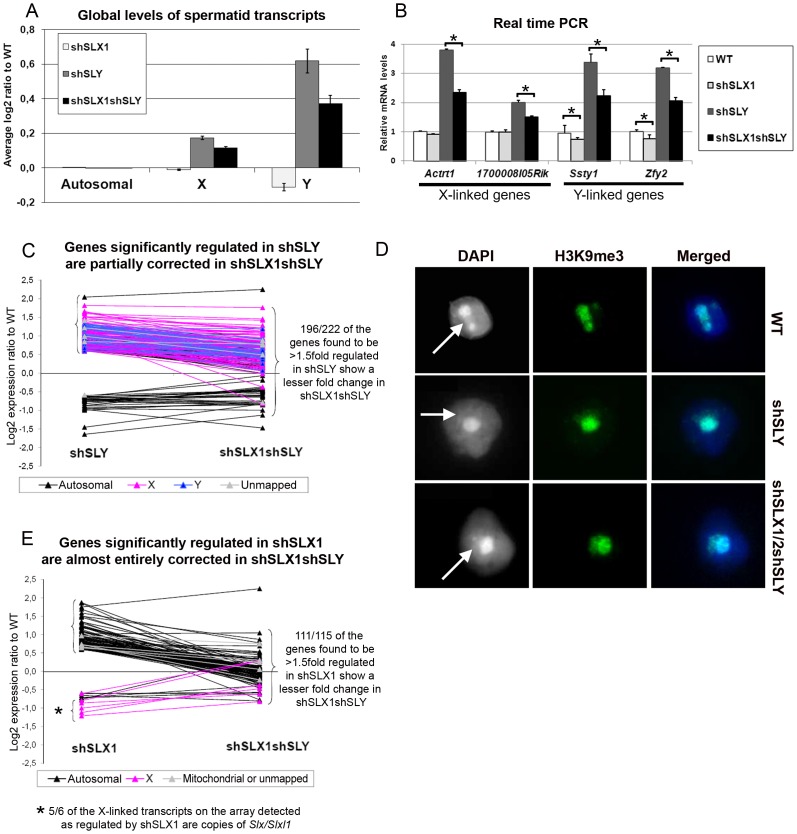
SLX/SLXL1 and SLY have opposite effects on gene expression and on the recruitment/maintenance of H3K9me3 on the sex chromatin. A) Representation of the microarray results obtained for *Slx/Slxl1*-deficient (shSLX1), *Sly*-deficient (shSLY) and *Slx/y*-deficient (shSLX1shSLY) compared to WT spermatids. B) Real time PCR quantification showed that transcript levels of X-encoded (*Actrt1* and *1700008I05Rik*) and of Y-encoded genes (*Ssty1* and *Zfy2*) were lower in shSLX1shSLY than in shSLY spermatids. Transcript levels were also lower in shSLX1 spermatids compared to WT spermatids. The y-axis indicates the level of expression compared to WT after normalization with *Acrv1* (2^ΔΔCt^ ± standard errors). One asterisk indicates significant difference from corresponding shSLY or WT value (t test on ΔΔCt values; p<0.05). C) Graphic representation of the expression ratio relative to WT for the 222 genes showing greater than 1.5 fold-change in shSLY. Most genes affected by shSLY are sex-linked and up-regulated [19]. The majority of them (196/222) were corrected to some degree by addition of the shSLX transgene (in shSLX1shSLY). For 46 of these genes, the difference between shSLY and shSLX1shSLY was itself statistically significant. D) Immunofluorescence detection of H3K9me3 (green) in WT, shSLY and shSLX1/2shSLY round spermatid nuclei. DAPI (white or blue) was used to stain nuclei. The round DAPI-dense structure is the chromocenter. The less DAPI-dense structure at the periphery of the chromocenter is the postmeiotic sex chromatin (PMSC) and is indicated by an arrow. Pictures were taken using the same image capture parameters. Note the decreased H3K9me3 signal on the sex chromatin of *Sly*-deficient spermatids; this is almost completely restored by *Slx/Slxl1* deficiency (in shSLX1/2shSLY spermatids). See also Figure S4. E) Graphic representation of the expression ratio relative to WT for the 115 genes showing greater than 1.5 fold-change in shSLX1. Most genes affected by shSLX1 are autosomal and up-regulated [28]. Note that almost all of them (111/115) have a lower fold change in shSLX1shSLY than in shSLX1. For 91 of these genes, the difference between shSLX1 and shSLX1shSLY was itself statistically significant.

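In shSLY spermatids, 116 X genes and 10 Y genes were called higher than WT and none lower. Of the 224 higher genes with a known chromosome, 51.8% were X-linked and 4.46% Y-linked, against 3.19% of the 11117 placed genes tested that were X-linked (Fisher's exact test, p = 3.96e-118 for the X and p = 6.51e-14 for the Y). This test takes genes as independent, so its p-values are too small. As gene sets, both classes passed camera with an estimated correlation (adjusted p = 0.000783 for the X and 0.00128 for the Y). On autosomes 98 genes were higher and 83 lower. Of 21 X multicopy spermatid genes 11 rose (14 when adjusted over the list alone; camera adjusted p = 2.75e-21, adjusted p = 0.0654 with an estimated correlation), among them Tcp11x2, an X homolog of the t-complex gene Tcp11 (1.21, adjusted p = 0.000439), and Cypt2 (1.47). Of 6 Y genes of germ cells 4 rose (4 when adjusted over the list alone; camera adjusted p = 1.63e-07, adjusted p = 0.0330 with an estimated correlation), among them Rbm31y, for an RNA-binding protein (1.02; 0.87 and not called without shSLY replicate 3, 0.90 and not called after median scaling). Neither of the 2 Y genes expressed in all tissues was called (0 when adjusted over the list alone; camera adjusted p = 0.172).
Outside the sex chromosomes, 4 of 8 replication-dependent histone H3 genes rose (5 when adjusted over the list alone; camera adjusted p = 1.66e-06, adjusted p = 0.0722 with an estimated correlation), such as H3c1 (0.74) and H3c6 (0.69), neither of which was called after median scaling (0.59 and 0.53). Of 12 kallikrein 1 serine protease genes 5 rose (6 when adjusted over the list alone; camera adjusted p = 1.17e-07, adjusted p = 0.0933 with an estimated correlation), such as Klk1b26 (2.05). The histone H3 and kallikrein lists were chosen because Figure S3 holds such genes, so they are not independent evidence of direction. Of 14 immediate early response genes 5 rose (10 when adjusted over the list alone; camera adjusted p = 2.04e-08, adjusted p = 0.142 with an estimated correlation), such as the transcription factor gene Cebpb (1.35) and Zfp36 (1.22), whose product destabilizes mRNA. No gene of the heterochromatin repressors (13 tested; 0 when adjusted over the list alone) or the proteasome (34 tested; 0 when adjusted over the list alone) was called, nor did either list pass camera (adjusted p = 0.924 and 0.311).
Some markers of other cells had higher medians in shSLY, but the arrays overlapped with WT. On WT replicate 2 the macrophage median was 0.59, against 0.40, 0.45 and 0.58 on the shSLY arrays. The red blood cell median was 2.23 on WT replicate 2, against 2.29, 2.87 and 0.86 on the shSLY arrays. The 11 macrophage markers had a median of 0.59 with none called (2 when adjusted over the list alone; camera adjusted p = 0.000184, adjusted p = 0.259 with an estimated correlation), and the 3 red blood cell genes a median of 1.99 with none called (3 when adjusted over the list alone; camera adjusted p = 0.00629, adjusted p = 0.291 with an estimated correlation). Against the WT arrays of their own set the medians were 0.18 and 1.31 and neither list passed.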

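Comparing shSLX1shSLY with shSLY directly, limma called 15 genes, 9 higher and 6 lower, and 2972 genes had an unadjusted p under 0.05. Of the genes called in shSLY with a smaller change in shSLX1shSLY, 5 passed in this comparison (149 of all genes called in shSLY passed it when adjusted over these alone, which were chosen on the same shSLY arrays). They were Tfr2, a transferrin receptor gene (1.56 in shSLY, 0.34 in shSLX1shSLY, difference -1.22, standard error 0.20), the X gene Gm14594 (1.18 and -0.42, difference -1.60, standard error 0.23), Rnf170, a ubiquitin ligase gene (-1.12 and -0.30, difference 0.82, standard error 0.14), Tafa4, for a secreted chemokine-like protein (-0.69 and 0.35, difference 1.04, standard error 0.15), and 1 probe without a gene name. They are named because so few passed, which was decided after their values were seen. Gm14594 was the only X gene called, none of the 16 Y genes was called, and 10 Y genes had an unadjusted p under 0.05. After median scaling Tfr2 (-1.53), Rnf170 (0.45) and Tafa4 (0.68) were not called in the direct comparison.
These calls depend on single arrays. Tfr2 was lost without WT replicates 1 (-1.21) and 4 (-1.22), shSLY replicates 1 (-1.02) and 2 (-1.24) and shSLX1shSLY replicates 1 (-1.35), 2 (-1.24) and 3 (-1.08). Rnf170 was lost without WT replicates 1 (0.82), 3 (0.81) and 4 (0.81), shSLY replicates 1 (0.73) and 2 (0.86) and shSLX1shSLY replicates 1 (0.87), 2 (0.73) and 3 (0.85). Tafa4 was lost without shSLY replicates 1 (0.96) and 2 (1.01) and shSLX1shSLY replicate 3 (0.95), and Gm14594 without shSLY replicate 1 (-1.59) and shSLX1shSLY replicates 1 (-1.43) and 3 (-1.57). The 5 genes became 10 without WT replicate 2, 3 without WT replicate 3, 2 without WT replicate 4, 0 without shSLY replicate 1, 3 without shSLY replicate 2, 162 without shSLY replicate 3, 21 without shSLX1 replicate 3, and 2, 11 and 0 without shSLX1shSLY replicates 1, 2 and 3. The 15 genes became 7 without WT replicate 1, 9 without WT replicate 3, 6 without WT replicate 4, 0 without shSLY replicate 1, 5 without shSLY replicate 2, 1861 without shSLY replicate 3, 77 without shSLX1 replicate 3, and 3, 36 and 0 without shSLX1shSLY replicates 1, 2 and 3. Blocking on the array set, limma called 16 genes, and with array quality weights 2555 (1293 higher, 1262 lower), where the 5 genes became 428. Among the 5 arrays of the set without WT it called 0, with 1 shSLY array against 3 and the spread taken from the shSLX1shSLY arrays alone.
As a group, the X multicopy spermatid genes were lower in shSLX1shSLY than in shSLY (median -0.32; camera adjusted p = 0.000476, adjusted p = 0.468 with an estimated correlation). Lower medians were also found for immediate early response genes (-0.76), red blood cell genes (-2.95), cytosolic ribosome genes (-0.20), macrophage markers (-0.61), Sertoli cell markers (-0.55), extracellular matrix genes (-0.44), Leydig cell markers (-0.31) and kallikrein 1 genes (-0.28). These lists passed camera (adjusted p = 0.000476, 0.00126, 0.00128, 0.00215, 0.00455, 0.0127, 0.0247 and 0.0476) with its preset correlation, and all had adjusted p = 0.468 with an estimated correlation. Without shSLY replicate 3 the immediate early (-0.41), macrophage (-0.60), extracellular matrix (-0.48), Leydig (-0.39) and kallikrein (-0.34) lists no longer passed, nor did the Sertoli list without shSLX1shSLY replicate 1 (-0.38). With the array set as a block the ribosome (-0.05), Sertoli (-0.18), Leydig (-0.09) and kallikrein (-0.14) lists did not pass.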

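In shSLX1 spermatids 262 genes were called against WT, 245 higher and 17 lower. All 193 higher genes with a known chromosome were autosomal, and no X gene was among them although 3.19% of placed genes are X-linked (Fisher's exact test with genes taken as independent, p = 0.00313). The largest rises were those of Stfa1, a cysteine protease inhibitor gene (log2 fold change 2.87, standard error 0.18, adjusted p = 7.05e-07), Chil3 and Chil4, for chitinase-like proteins (2.79 and 2.58), Myl2, a myosin light chain gene (2.55), and Bmp7, a bone morphogenetic protein gene (2.37). On the X 4 genes were lower and none higher. They were Gm14594 (-1.21), Dusp21 (-0.81), Yipf6 (-0.72) and Wdr13 (-0.66), of which the last 3 depend on single arrays. Dusp21 was lost without WT replicates 1 (-0.82), 2 (-0.81), 3 (-0.83) and 4 (-0.76) and shSLX1 replicates 2 (-0.61) and 3 (-0.78), Yipf6 without any 1 array but shSLY replicate 3 and shSLX1 replicate 1 (-0.54 to -0.77), and Wdr13 without any 1 array but shSLY replicate 3 and shSLX1shSLY replicates 2 and 3 (-0.59 to -0.70). The number called was 110 after median scaling (90 higher, 20 lower), 353 with the array set as a block and 150 against the WT arrays of the same set.
Of the 12 kallikrein 1 genes 7 rose (9 when adjusted over the list alone; camera adjusted p = 2.46e-15, adjusted p = 0.0422 with an estimated correlation). The cytoskeleton list held no called gene (19 tested; 0 when adjusted over the list alone; camera adjusted p = 0.804), nor did lipid metabolism (15 tested; 0 when adjusted over the list alone; 0.708), oxidative phosphorylation (80 tested; 0 when adjusted over the list alone; 0.576) or glycolysis (16 tested; 0 when adjusted over the list alone; 0.884). Among 13 extracellular matrix genes Col4a2, a basement membrane collagen gene, rose (1.59; 2 genes when adjusted over the list alone), with camera adjusted p = 0.0408 and adjusted p = 0.548 with an estimated correlation. The list no longer passed with the replicate number as a block (median 0.17), without WT replicate 3 (0.14), WT replicate 4 (0.17), shSLX1 replicate 2 (0.08) or shSLX1shSLY replicate 1 (0.20). Of 28 ubiquitin and conjugating enzyme genes 1 rose (1 when adjusted over the list alone; camera adjusted p = 0.448), the ubiquitin-conjugating enzyme gene Ube2g2 (0.81).
Some markers of other cells rose as well. Of 8 Leydig cell markers 2 were called (3 when adjusted over the list alone; camera adjusted p = 0.149), both of them kallikreins, Klk1b27 (1.59) and Klk1b21 (1.28). Of 6 myoid cell markers Myh11, for smooth muscle myosin, was at least 1.92-fold higher, since it was not above background on any WT array (2 genes when adjusted over the list alone; camera adjusted p = 0.0759). Of 5 endothelial markers 1 was called, Vwf (0.85; 1 when adjusted over the list alone; camera adjusted p = 0.0956), and it was not called without WT replicate 3 (0.80), WT replicate 4 (0.77) or shSLX1 replicate 2 (0.67). Of 11 macrophage markers none was called (0 when adjusted over the list alone), and their median was 0.27 (camera adjusted p = 0.203).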

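Comparing shSLX1shSLY with shSLX1 directly, limma called 1095 genes, 518 higher and 577 lower. Of the 262 genes called in shSLX1, 206 were among those with a smaller change in shSLX1shSLY and a direct difference that passed (237 when adjusted over the genes called in shSLX1 alone, which were chosen on the same shSLX1 arrays), 158 of them autosomal. Chil4 was lower by -3.08 on the log2 scale (standard error 0.16, adjusted p = 1.22e-07), Stfa1 by -2.60 (standard error 0.19, adjusted p = 2.09e-06), Myl2 by -2.59 and Bmp7 by -2.37. Guca2a, which encodes the gut hormone guanylin, was at least 5.49-fold lower, since it was not above background on any shSLX1shSLY array. Among the genes that were higher, 98 lay on the X and 9 on the Y, such as Cypt15 (1.64, adjusted p = 0.00268).
The 206 genes became 131 without shSLX1 replicate 2. The 1095 genes became 651 without shSLX1 replicate 1, 537 without shSLX1 replicate 2, 2594 without shSLX1 replicate 3, 612 without shSLX1shSLY replicate 1 and 600 without shSLX1shSLY replicate 3, and were 771 with the array set as a block, 43 among the 5 arrays of the set without WT, and 368 (103 higher, 265 lower) after median scaling.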

The up-regulation of X- and Y-encoded spermatid genes in *Sly*-deficient spermatids has been shown to be concurrent with a diminution of the repressive epigenetic marks (such as H3K9me3) normally associated with PMSC [19]. We therefore decided to study these repressive marks in *Slx/y*-deficient spermatids, and observed that H3K9me3 staining on PMSC (as compared to H3K9me3 chromocenter staining) was significantly higher (p = 0.00003) in *Slx/y*-deficient spermatids than in *Sly*-deficient spermatids (average staining intensity: 0.59 and 0.51 respectively), and closer to but significantly different from the WT value (average staining intensity in WT: 0.65, p = 0.003) (Figure 3D and Figure S4 for quantification). Therefore *Slx/Slxl1* deficiency partially compensates the loss of H3K9me3 marks induced by *Sly* deficiency. These results correlate with the global effect of *Slx/Slxl1* transcript knockdown on sex chromosome expression and suggest that SLX/SLXL1 and SLY proteins compete in spermatids for access to PMSC where they have activator and repressive effects respectively, at the whole-chromosome level.

We then compared the transcriptomes of WT, *Slx/Slxl1*-deficient and *Slx/y*-deficient spermatids. This revealed a 10% reduction in Y transcription in *Slx/Slxl1*-deficient spermatids compared to WT that was not seen in an earlier study [28] (Figure 3A–3B). This reduction is congruent with our observation of some SLX/SLXL1 proteins in a small number of WT spermatid nuclei (Figure 1B and Figure S1); this small fraction of SLX/SLXL1 proteins most likely increases sex chromosome gene expression in the nucleus of WT spermatids, while the loss of these proteins leads to a slight reduction of XY expression in *Slx/Slxl1*-deficient spermatids. 

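Over the 16 Y genes measured, the mean log2 ratio to WT in shSLX1 spermatids was -0.16 ± 0.20 (SD, n = 3), a reduction of 10.3% on the linear scale, and 13 of the 16 genes lay below the WT mean. Ssty1 had a log2 ratio of -0.28 (standard error 0.15, adjusted p = 0.499 from limma), Ssty2 of -0.16 (standard error 0.18, adjusted p = 0.775) and Zfy1 of -0.19 (adjusted p = 0.710). No Y gene was called by limma, and 3 had an unadjusted p under 0.05. The 3 shSLX1 arrays had Y means of 0.06, -0.34 and -0.18, while the SD of the 4 WT arrays was 0.04. The difference did not pass a two-sided exact permutation test (p = 0.229) or camera (adjusted p = 0.0989, adjusted p = 0.372 with an estimated correlation). Without shSLX1 replicate 1 it was -0.26 and passed camera, and without shSLX1 replicate 2 it was -0.062. With the array set as a block the mean was also -0.16 and passed camera, and against the WT arrays of their own set shSLX1 replicates 1 and 2 gave -0.12.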

A faint reduction of expression was observed for some X genes (for instance *Actrt1*, see Figure 3B) but this did not significantly differ from the WT value.

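Actrt1, for an actin-related protein, had a log2 ratio to WT of -0.06 in shSLX1 (standard error 0.17, adjusted p = 0.923 from limma), which turned to 0.13 without shSLX1 replicate 2. Rhox11, a homeobox gene, had a ratio of -0.25 (adjusted p = 0.621) and Cypt2 of -0.29 (adjusted p = 0.481), while Tcp11x2 was at 0.16 (adjusted p = 0.724). Over the 355 X genes the mean was -0.04 ± 0.10 (SD, n = 3), against an SD of 0.05 between the WT arrays. The 3 arrays had means of 0.05, -0.15 and -0.01, and without shSLX1 replicate 2 the mean turned to 0.02. Neither a two-sided exact permutation test (p = 0.6) nor camera (adjusted p = 0.416) separated the X genes from WT. Of the 21 X multicopy spermatid genes none was called (0 when adjusted over the list alone; camera adjusted p = 0.784), with a median of 0.01.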

### *Sly* knockdown corrects the gene deregulation induced by *Slx/Slxl1* deficiency

We have previously shown that *Slx/Slxl1* deficiency leads to delay in spermatid elongation and sperm release, associated with the deregulation (principally the up-regulation) of 115 genes, the majority of which are located on the autosomes. Given that SLX/SLXL1 proteins are almost entirely cytoplasmic in wild type, we proposed that these transcriptional changes were a manifestation of “cytoplasmic” defects, rather than a direct effect of SLX/SLXL1 proteins on autosomal gene expression; for instance, an as yet unidentified cytoplasmic partner of SLX/SLXL1 could mediate the transcriptional changes that are necessary for normal spermatid elongation, or it may be that the transcriptional changes seen reflect an altered cellular proportion of different step spermatids in shSLX [28]. 

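Tmod4, a tropomodulin gene that caps actin filaments in muscle, was 2.31 higher than WT in shSLX1 spermatids on the log2 scale (standard error 0.20, adjusted p = 9.06e-06 from limma) and had a ratio of -0.36 in shSLX1shSLY (adjusted p = 0.224). Gulo, an enzyme gene of vitamin C synthesis, was 2.11 higher in shSLX1 (standard error 0.21, adjusted p = 4.12e-05) and at -0.065 in shSLX1shSLY. Aox4, an aldehyde oxidase gene, was 2.25 higher, and Pira2, for an immunoglobulin-like receptor, 2.23 higher in shSLX1. Of the 262 genes called in shSLX1, 257 had a smaller change in that direction, or a change in the opposite one, in shSLX1shSLY (98.1%, exact 95% binomial interval 95.6 to 99.4% with genes taken as independent). By size of the change alone it was smaller for 253 (96.6%), and 17 were still called in the same direction against WT. The kallikrein gene Klk1b26 was an exception, with 2.10 in shSLX1 and 2.16 in shSLX1shSLY.
With genes picked on 2 shSLX1 arrays and compared with the third, the share lower in shSLX1shSLY, in the direction of the change, was 90.5%, 86.8% and 94.4% for shSLX1 replicates 1, 2 and 3. Over 324 genes called on the 8 arrays of the sets that hold WT arrays, shSLX1 replicate 3 exceeded the shSLX1shSLY arrays of its own set in the direction of the change by a median of 0.80 ± 0.68 (SD over genes), with 297 of the genes lower in shSLX1shSLY in that direction (91.7%). This rests on 1 shSLX1 array. With the array set as a block, 353 genes were called in shSLX1, and 226 of them had a smaller change and a direct difference in shSLX1shSLY. The block places the third set by shSLX1 replicate 3 and shSLY replicate 3, so it is not separate support.

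**Figure D4:**
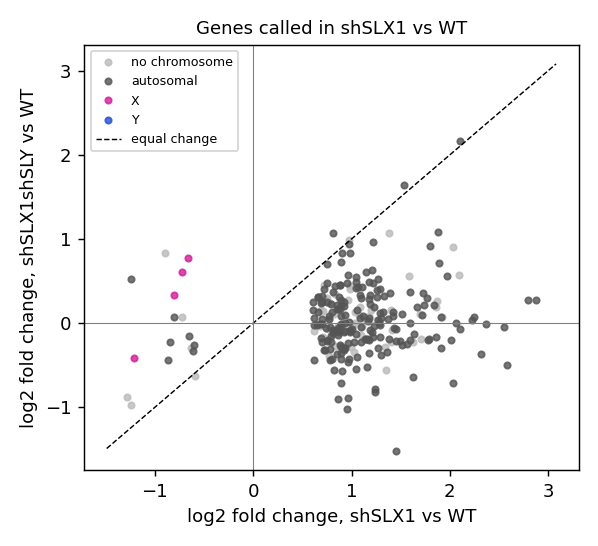
Log2 fold change against WT in shSLX1shSLY (y axis) and in shSLX1 (x axis) for the 262 genes called in shSLX1. Each point is 1 gene, coloured by chromosome class, and the dashed line marks an equal change. Most points lie near 0 on the y axis, and for 253 of the 262 genes the change is smaller in size in shSLX1shSLY.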

In the present study, we compared microarray results from *Slx/Slxl1*-deficient and *Slx/y*-deficient spermatids and, surprisingly, observed that most of the genes deregulated by *Slx/Slxl1* deficiency were less affected in *Slx/y*-deficient spermatids (111/115 genes, Figure 3E and Figure S5). Therefore, *Sly* knockdown corrects the deregulation of autosomal genes induced by *Slx/Slxl1* (with autosomal gene expression values close to WT levels in *Slx/y*-deficient spermatids; Figure 3E and Figure S5). These results show that SLX/Y proteins have opposite regulatory effects on autosomal gene expression as well as on sex chromosome gene expression.

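Among the 200 autosomal genes called in shSLX1, 193 of them higher, the median size of the change was 1.04 in shSLX1 and 0.0016 in the same direction in shSLX1shSLY. Here 197 of the 200 (98.5%) had a smaller change in that direction or a change in the opposite one in shSLX1shSLY, the change was smaller in size for 194 (97%), and 11 were still called in the same direction. Bmp7 had a log2 ratio to WT of -0.01 in shSLX1shSLY, Myl2 of -0.04 and Stfa1 of 0.28 (adjusted p = 0.982, 0.905 and 0.305 from limma). Fndc3a did not return to WT, since it was higher than WT in shSLX1 and stayed lower in shSLX1shSLY. These comparisons with WT run across sets of arrays. With the array set as a block, after median scaling or with weights, counts of genes called in shSLX1shSLY differ strongly, from 1305 (715 higher, 590 lower) to 43 with the block to 3267 (155 higher, 3112 lower) with median scaling and to 2149 (1164 higher, 985 lower) with array quality weights, and the count was 575, 635, 541 and 562 without WT replicates 1 to 4 and 253, 558 and 330 without shSLX1shSLY replicates 1 to 3. From the values near WT in shSLX1shSLY, the paper concludes that Sly knockdown corrects the autosomal deregulation seen in shSLX1 and that the proteins have opposite effects on autosomal as well as on XY genes.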

### *Slx/y*-deficient males have better reproductive parameters and overall fertility than males that are deficient for either *Slx/Slxl1* or for *Sly*

Our microarray results demonstrate that the deregulation of sex chromosome-linked or autosomal genes observed in *Sly*-deficient or in *Slx/Slxl1*-deficient spermatids respectively, is corrected in *Slx/y*-deficient spermatids; we therefore compared the reproductive parameters of *Slx/y*-deficient males with those from males that are singly deficient for either *Slx/Slxl1* or for *Sly*. Firstly, *Slx/y*-deficient males had significantly improved sperm numbers (Table 1). This was particularly striking for the comparison between shSLX1/2 and shSLX1/2shSLY males: shSLX1/2 males had dramatically reduced spermatozoa numbers but the addition of shSLY transgene to this genotype increased the number of sperm produced ∼50-fold (Table 1). Low sperm count in shSLX males was attributed to the apoptosis of delayed elongating spermatids [28]. We therefore analyzed spermatid elongation delay and apoptosis in *Slx/y*-deficient males and in their *Slx/Slxl1*-deficient siblings. Remarkably, while *Slx/Slxl1*-deficient males presented a high number of delayed and apoptotic elongating spermatids, *Slx/y*-deficient models did not significantly differ from WT (Figure 4A–4B). The spermatozoa morphology of *Slx/y*-deficient males was also much improved compared to that of *Slx/Slxl1*- or *Sly*-deficient males (Figure 4C and Figure S6). Finally, we compared the fertility of *Slx/y*-deficient males with *Slx/Slxl1*- or *Sly*-deficient siblings: *Slx/y*-deficient males had overall better fertility than males that are deficient for either *Slx/Slxl1* or *Sly*, with reproductive parameters close to WT values (Table 1). Strikingly, the addition of *Sly* deficiency was able to reverse the sterility observed in *Slx/Slxl1* deficient-males (line shSLX1/2) (Table 1). All in all, males that were deficient for both *Slx/Slxl1* and *Sly* had considerably better reproductive parameters than males that were deficient for *Slx/Slxl1* or *Sly* alone.

**Figure 4:**
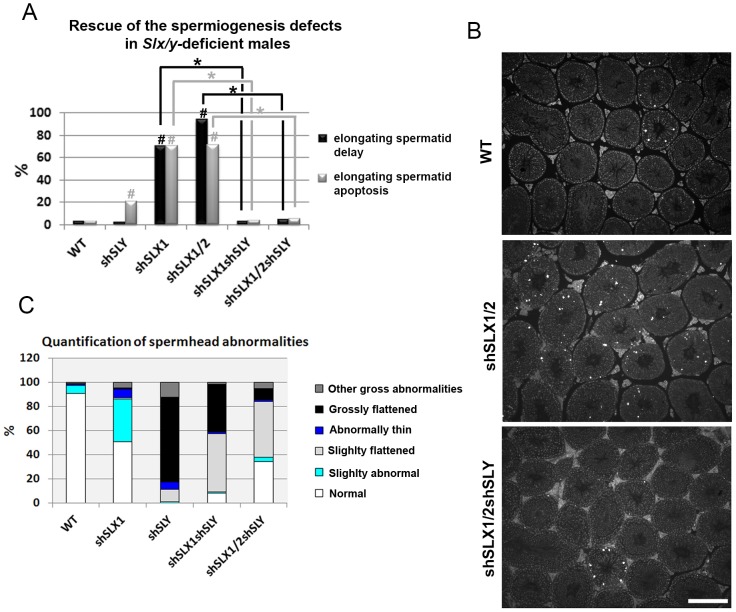
*Slx/y*-deficient males have fewer spermiogenesis defects than males that are deficient for either *Sly* or *Slx/Slxl1* alone. A) Bar graph representing the percentage of tubules containing apoptotic elongating spermatids measured by TUNEL assay (in grey) and the percentage of tubules containing delayed elongating spermatids (in black). Hatch symbol (#) indicates significant difference from WT (ANOVA, p<0.0001). One asterisk indicates significant difference between values obtained for *Slx/y*-deficient males (shSLX1shSLY or shSLX1/2shSLY) and *Slx/Slxl1*-deficient siblings (shSLX1 or shSLX1/2) (ANOVA, p<0.00001). B) Representative black and white TUNEL pictures of WT, shSLX1/2 and shSLX1/2shSLY testicular sections. Note the presence of apoptotic cells (TUNEL+ cells in white) in most shSLX1/2 seminiferous tubules, while in WT and in shSLX1/2shSLY they are largely restricted to stage XII tubules (and correspond to metaphasic cells undergoing normal apoptosis). Scale bar represents 200 µm. C) Bar graph representing the percentage of sperm head abnormalities in *Slx/Slxl1*-deficient, *Sly*-deficient and *Slx/y*-deficient males (see also Figure S6). The percentage of total abnormal sperm heads is significantly lower in *Slx/y*-deficient males (shSLX1shSLY and shSLX1/2shSLY) than in *Sly*-deficient males (shSLY). In particular, the number of grossly flattened spermheads – which are specifically observed in *Sly*-deficient males – is reduced (ANOVA, p<0.001). ShSLX1/2shSLY males also show a significant decrease in this percentage compared to shSLX1shSLY males (ANOVA, p<0.03). The number of slightly abnormal sperm heads – which are specifically observed in *Slx/Slxl1*-deficient males – is also reduced in *Slx/y*-deficient males compared to *Slx/Slxl1*-deficient males (ANOVA, p<0.0008). For this category of sperm abnormalities, *Slx/y*-deficient males did not significantly differ from WT.

**Table 1:** Analysis of the reproductive parameters of *Slx/y*-deficient mice compared to controls.

	WT	shSLY	shSLX1	shSLX1/2	shSLX1shSLY	shSLX1/2shSLY
Average number of litters per male ± standard errors	5.8±0.4	1.9*±0.7	1.9*±0.7	0*	3.1^c^±1.1	4.8^a^^,^ b ^,^ c±0.6
Average number of offspring per male ± standard errors	48.4±3.8	8.8*±4.7	10.4*±4.4	0*	18.4*±9.3	27.3* c±6.6
Average litter size ± standard errors	9.1±0.7	2.2*±1.1	2.4*±1.8	0*	3.6* c±1.2	5.8* c±1.2
Sperm count/cauda (mean values x10^−6^ ± standard errors)	14.4±1.6	5.5*±1.1	2.1*±0.6	0.2*±0.1	11.7^a^^,^ b ^,^ c±0.9	8.8* a ^,^ b ^,^ c±0.5

* significant difference from WT (t-test,p<0.02);

a significant difference from shSLY (t-test,p<0.03);

b significant difference from shSLX1 (t-test,p<0.02);

c significant difference from shSLX1/2 (t-test,p<0.03).

These analyses show that *Sly* deficiency almost completely rescues the defects and gene deregulation induced by *Slx/Slxl1* deficiency, while *Slx/Slxl1* knockdown only partially rescues those subsequent to *Sly* deficiency. This may be due to a different knockdown efficiency: indeed, no SLY1 protein can be detected in *Slx/y*-deficient samples while some SLX/SLXL1 proteins remain (Figure 2C–2E).

### *Slx/Slxl1* deficiency causes a sex ratio distortion in favor of males that is restored by *Sly* deficiency

We previously reported a tendency of an excess of females in the progeny of *Sly*-deficient males (7.7% excess of females, Chi-square p = 0.0569) [19]. While analyzing the fertility of our transgenic lines, we observed that *Slx/Slxl1*-deficient males (i.e. shSLX1) yielded an offspring sex ratio of 40% (74/187) female progeny, compared to a ratio of 51% (234/461) in WT siblings. This represents a statistically significant sex ratio distortion of 11% in favour of male offspring (Chi-square p = 0.006). Importantly, a normal sex ratio was restored by the addition of *Sly* deficiency: *Slx/y*-deficient males produced an offspring sex ratio of 50% (103/208) female progeny that did not differ from WT and was also significantly different from the offspring sex ratio of shSLX1 males (Chi-square p = 0.03). These data show that both *Slx/Slxl1* and *Sly* affect the transmission of X- and Y-bearing gametes, *Slx/Slxl1* favouring X transmission while *Sly* favours Y transmission.

## Discussion

### SLX/SLXL1 and SLY proteins have antagonistic effects on the expression of two distinct sets of genes

In recent years, we have identified the transcriptional consequences of *Sly* and *Slx/Slxl1* deficiency, and related these to the observed phenotypes in terms of spermatid development, sperm morphology and offspring sex ratio [19], [28]. Remarkably, we now show that in dual shRNA knockdown models where both genes are deficient, the transcriptional and phenotypic consequences of the individual knockdown are dramatically ameliorated, correcting the X/Y/*Speer* up-regulation and sperm shape abnormalities seen in *Sly*-deficient spermatids; the autosomal gene up-regulation, spermatid elongation delay and apoptosis, and sperm shape abnormalities seen in *Slx/Slxl1*-deficient spermatids; and improving fertility in both cases.

Strikingly, however, two different and almost entirely non-overlapping sets of genes are affected by the mutual antagonism of SLX/SLXL1 and SLY. In this discussion, we refer to “Group 1” genes as the set of X/Y/*Speer* genes up-regulated in *Sly*-deficient spermatids and (partially) corrected in the dual knockdown, and “Group 2” genes as the set of metabolism-related autosomal genes up-regulated in *Slx/Slxl1*-deficient spermatids and (almost fully) corrected in the dual knockdown.

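Of the 450 genes called in shSLY and the 262 called in shSLX1, 32 were shared, which is 7.11% of the first and 12.2% of the second. Of these, 21 rose in both, none fell in both, and 11 went in opposite directions. These counts take in all called genes, while the paper's first set holds X, Y and Speer genes that rise in shSLY. None of the 21 genes was placed on the X or Y or was a Speer gene, though some had no known chromosome. Kallikrein genes, which encode serine proteases, were among those that rose in both, such as Klk1 (1.32 in shSLY and 1.88 in shSLX1 on the log2 scale), Klk1b5 (1.50 and 1.80) and Egfbp2 (1.20 and 1.29). Bmp7 also rose in both, in shSLY by 0.87. Of the genes that went opposite ways, Fndc3a fell in shSLY and was 1.46 higher in shSLX1, Rnf170 fell in shSLY and was 0.94 higher in shSLX1, and Chil4 was at -0.88 in shSLY and rose in shSLX1. After median scaling Klk1 (1.22) and Klk1b5 (1.34) were not called in shSLY. Genes that rose in shSLY had a median of -0.08 in shSLX1, and genes that rose in shSLX1 had a median of 0.19 in shSLY.
Lists of these sizes drawn independently would share 5.68 genes that rise in both, 0.128 that fall in both and 2.23 that go in opposite directions. Both comparisons use the same 4 WT arrays, which adds chance overlap, and simulated unchanged groups set against those arrays shared at most 0 genes in 100 simulations. At most 1 and 2 genes were called in these groups, so they do not measure what the shared arrays add to lists of this size. With shSLY set against WT replicates 1 and 2 and shSLX1 against WT replicates 3 and 4, 7 genes rose in both and 6 went in opposite directions. Over all 6 ways to split the WT arrays, 4 to 16 genes rose in both and 3 to 24 went in opposite directions. Over all genes the covariance of the fold changes was 0.0135 against 0.0168 in the simulations, a difference of -0.0032. The 21 genes became 12 with the replicate number as a block, 10 without WT replicate 3, 9 without WT replicate 4 and 12 without shSLY replicate 1.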

### Group 1 genes: Nuclear consequences of antagonism between SLX/SLXL1 and SLY

*Sly* regulates the epigenetic repression of post meiotic sex chromatin (PMSC) and a few specific autosomal genes such as the *Speer* cluster. In the nucleus, SLY appears to act *via* the recruitment/maintenance of the repressive heterochromatin marks CBX1 and H3K9me3, which consequently limits the expression of X and Y genes in spermatids, among which are its X-linked homologs *Slx* and *Slxl1* [19]. Here, we show that, in the absence of SLY, SLX/SLXL1 proteins relocate to the nuclear sites (both sex-linked and autosomal) vacated by SLY proteins. It is unlikely that SLX/SLXL1 nuclear localization in *Sly*-deficient spermatids is solely a consequence of increased SLX/SLXL1 protein abundance, since there is no clear enrichment in nuclear SLX/SLXL1 proteins in spermatids of transgenic mice overexpressing SLX or SLXL1 (our unpublished preliminary data).

Moreover, in the double transgenic model (*Slx/y*-deficient males) where SLX/SLXL1 family members are also reduced/absent, XY gene expression, *Speer* expression and the intensity of H3K9me3 marks on the sex chromatin are closer to normal values. This indicates that SLX and/or SLXL1 have consequences both for transcriptional activity and for histone modification when present on sex chromatin, and that these are directly opposed to the effects of SLY. 

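The Speer genes encode spermatogenesis-associated glutamate-rich proteins, and most of them lie on chromosome 5. Of 9 Speer genes tested, 3 were called in shSLY against WT and 5 when adjusted over the list alone, and 8 of 9 lay above the WT mean. Speer4cos was 1.21 higher on the log2 scale (standard error 0.24, adjusted p = 0.01 from limma), Speer4e 0.94 (standard error 0.21, adjusted p = 0.0248) and Speer4a 0.81 (standard error 0.17, adjusted p = 0.0153). The median of the list was 0.70 in shSLY (camera adjusted p = 4.22e-05, adjusted p = 0.259 with an estimated correlation). In shSLX1shSLY the median was 0.32 (camera adjusted p = 0.0884) and 1 gene was called (2 when adjusted over the list alone), Speer4cos at 1.16. In the direct comparison of shSLX1shSLY with shSLY none was called by limma (0 when adjusted over the list alone), and the list's median was -0.14 (camera adjusted p = 0.178). There Speer4a was at -0.49 (standard error 0.18, adjusted p = 0.178), Speer4e at -0.49 (standard error 0.23, adjusted p = 0.244) and Speer4cos at -0.05 (standard error 0.26, adjusted p = 0.924). In shSLX1 none was called (0 when adjusted over the list alone), with a median of -0.14.
The rise in shSLY was not called for Speer4e without WT replicate 3 (0.83), WT replicate 4 (0.81), shSLY replicate 1 (0.76) or shSLY replicate 2 (1.00), nor for Speer4a without WT replicate 3 (0.76), WT replicate 4 (0.73) or shSLY replicate 1 (0.66), nor for both with the replicate number as a block (0.81 and 0.73). After median scaling Speer4e (0.78) and Speer4a (0.65) were not called in shSLY. In shSLX1shSLY, Speer4cos was not called without shSLX1shSLY replicates 1 (1.17) or 3 (1.07) or with the array set as a block (0.54), a block that gave list medians of 0.43 in shSLY and 0.49 in shSLX1shSLY.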

We therefore propose that SLX/SLXL1 and SLY proteins compete for access to nuclear sites in spermatids, where they act as positive and negative transcriptional regulators respectively. We cannot at this point say precisely where the competition occurs: it may be directly at the level of chromatin binding within the nucleus, or SLX/SLXL1 and SLY may compete for access to factors affecting nuclear import. We note that SLX and SLXL1 proteins lack nuclear localization signals (NLS) while SLY NLS is mutated/truncated [22], [25]; as such they probably depend on other interacting factors to enter the nucleus. It also remains possible that the competition is mediated indirectly: for example, SLY could affect SLX/SLXL1 intracellular localization *via* regulating the expression of a third factor controlling SLX/SLXL1 access to the nuclear sites.

### Group 2 genes: Cytoplasmic consequences of antagonism between SLX/SLXL1 and SLY

*Slx/Slxl1* deficiency has been shown to increase the level of ∼100 autosomal transcripts which code for proteins of the cytoskeleton and the extracellular matrix, or are implicated in various cytoplasmic processes (i.e. energy production, lipid metabolism, ubiquitin-mediated degradation, etc.) [28]. These transcriptional effects are corrected in *Slx/y*-deficient males, suggesting that these changes may also be manifestations of the same nuclear/chromatin regulatory antagonism exhibited by Group 1 genes, perhaps *via* relocation of repressive factors from sex chromatin to autosomal locations and vice versa. There are, however, three significant objections to this interpretation. Firstly, as noted previously, in WT spermatids SLX/SLXL1 are predominantly cytoplasmic proteins, and the levels in the nucleus are almost undetectable: it is hard therefore to see i) how *Slx/Slxl1* knockdown could directly induce widespread transcriptional changes, ii) what would then be the function of the abundant SLX/SLXL1 proteins in the cytoplasm. Secondly, this interpretation would require not only that SLX/SLXL1 act simultaneously as transcriptional activators of Group 1 genes and as transcriptional repressors of Group 2 genes, but that SLY has the reverse effect in both cases: it is challenging to imagine a mechanism that could explain this. Thirdly, if both Group 1 and Group 2 gene effects are a manifestation of the changing balance of SLX/Y proteins in the nucleus and/or of a relocation of repressive factors from the sex chromosomes to autosomes, then both groups of genes would be expected to change together. This is not the case: Group 1 genes are affected in shSLY but not in shSLX, and Group 2 genes vice versa.

For this reason, we favour our existing interpretation that Group 2 gene deregulation is a manifestation of the spermiogenesis defects occasioned by cytoplasmic *Slx/Slxl1* deficiency (i.e. spermatid elongation delay and apoptosis, reduced sperm count, abnormal head to tail connections of the spermatozoa and male infertility) [28], and is not a direct effect of SLX/SLXL1 proteins on autosomal gene transcription. Given that the (cytoplasmic) spermiogenesis defects are corrected in the dual mutant, it stands to reason that the secondary expression changes follow the same pattern. We therefore propose that, in addition to the nuclear effects on Group 1 genes, SLY protein has a cytoplasmic role, opposing that of SLX/SLXL1. SLY proteins have been shown to be present in both the spermatid nucleus and cytoplasm [19], [21]. Intriguingly, a recent report indicates that the acrosomal (cytoplasmic) protein DKKL1, which we previously identified as a binding partner of SLY1 [21], also interacts with SLXL1 [29]. We have performed additional experiments and observed that all SLX/Y family members (i.e. SLY1, SLY2, SLX and SLXL1) can interact with DKKL1 (Figure S7). Therefore, SLX/SLXL1 and SLY proteins could compete for interaction with (a) common partner(s) in the cytoplasm, and this competition could be at the basis of the opposite effects of SLX/SLXL1 and SLY on spermiogenesis and autosomal gene expression. A combined model proposing how SLX/SLXL1 and SLY proteins have antagonistic effects in both the spermatid nucleus and cytoplasm is presented in Figure 5.

**Figure 5:**
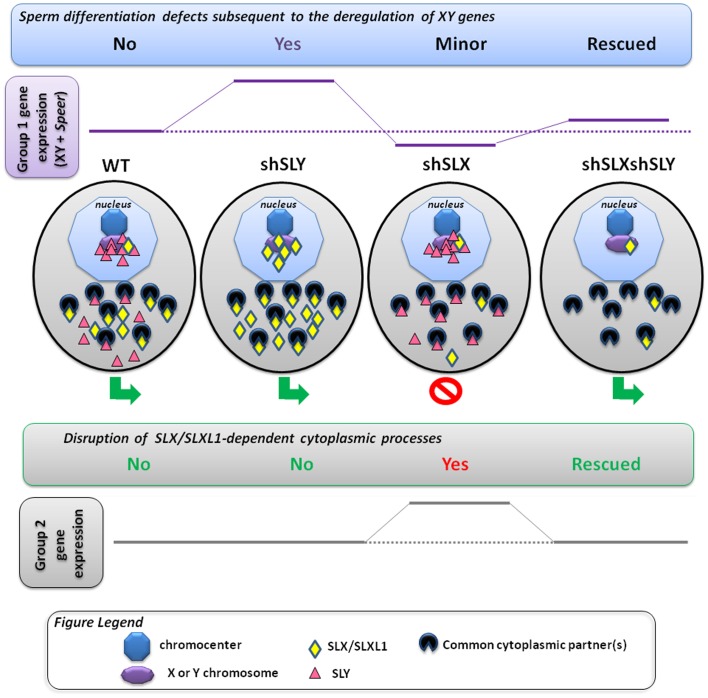
Model presenting how SLX/SLXL1 and SLY proteins have antagonistic effects in the spermatid nucleus and cytoplasm. In the spermatids, SLX/SLXL1 (yellow lozenges) and SLY (pink triangles) proteins have antagonistic effects i) in the nucleus, on the expression of XY genes and of a few autosomal genes, such as *Speer* (group 1 genes); ii) in the cytoplasm, on the regulation of metabolic processes which secondarily causes a deregulation of ∼100 autosomal genes (group 2 genes). i) In WT, SLY proteins are located in both the nucleus and cytoplasm, while SLX/SLXL1 proteins are almost exclusively in the cytoplasm. The nuclear fraction of SLY proteins colocalizes with the sex chromosomes and the autosomal *Speer* gene cluster, and represses their expression. A very small fraction of SLX/SLXL1 proteins also appears to colocalize with the sex chromatin. In *Sly*-deficient spermatids (shSLY), SLX/SLXL1 proteins relocate to the nuclear sites (both sex-linked and autosomal) vacated by SLY proteins; however, SLX/SLXL1 proteins have an opposite effect to that of SLY, and activate XY gene expression. This is associated with a reduction in the repressive epigenetic mark H3K9me3 on the sex chromatin (purple octagon), and produces sperm differentiation defects such as spermhead abnormalities, shedding delay, motility defects and subsequent male infertility. In *Slx/Slxl1*-deficient spermatids (shSLX), the absence of SLX/SLXL1 nuclear proteins has only minor effect on gene regulation, since it does not change SLY localization profile. There is only a slight reduction in XY transcription, congruent with the idea that SLX/SLXL1 is a transcription activator sharing the targets of SLY when present in the nucleus. In the double knock-down (shSLXshSLY), *Slx/Slxl1* deficiency almost fully abrogates the effects of *Sly* knockdown: in shSLXshSLY spermatids, group 1 gene expression and repressive epigenetic marks are close to WT values. This is correlated with a rescue of SLY-dependent sperm differentiation defects. In sum, in the nucleus, the experimental observations indicate that SLX/SLXL1 competes with SLY at the level of sex chromatin regulation: SLY acts as a repressor while SLX/SLXL1 acts as a positive regulator. ii) *Slx/Slxl1* deficiency induces various spermiogenic defects (such as spermatid elongation delay and apoptosis, reduced sperm count, abnormal head to tail connections of the spermatozoa and subsequent male infertility) associated with an up-regulation of ∼100 autosomal genes which code for proteins of the cytoskeleton, the extracellular matrix, or implicated in various metabolic processes (i.e. group 2 genes). Since SLX/SLXL1 proteins are predominantly cytoplasmic in WT spermatids, we propose that this gene deregulation is a manifestation of the spermiogenesis defects occasioned by *Slx/Slxl1* deficiency, and not a direct effect of SLX/SLXL1 proteins on autosomal gene transcription. In the case of *Sly* deficiency, group 2 gene expression is unaffected; however, in the double knock-down, *Sly* deficiency corrects SLX/SLXL1-dependent phenotypes which abrogates the subsequent group 2 gene up-regulation. This means that SLY protein has a cytoplasmic role, opposing that of SLX/SLXL1. This antagonism could be mediated *via* interaction with (a) common partner(s) in the cytoplasm; the absence of competition between SLX/SLXL1 and SLY proteins in the dual knockdown model would explain the absence of defects. In sum, SLX/SLXL1 and SLY proteins apparently compete in the cytoplasm for the regulation of spermiogenic processes. The functional role of SLX/SLXL1 could be to prevent the access of SLY to cytoplasmic proteins that are necessary for spermiogenesis.

We recognize that under our preferred model, it is difficult to explain the directionality of the expression changes seen in shSLX relative to WT, which was predominantly up-regulation of autosomal genes with comparatively few down-regulated genes [28]. A potential explanation for this lies in the spermatid developmental delay resulting in delayed spermatid elongation in shSLX. This could potentially skew the round spermatid population in shSLX testes towards earlier stages, i.e. proportionally more step 1 spermatids and fewer step 7–8 spermatids. Since there is a progressive transcriptional shutdown throughout spermatid development as chromatin is repackaged in preparation for nuclear condensation, this would thus manifest in shSLX as a selective up-regulation of those genes expressed specifically in early stage round spermatids (which in turn is plausible given the annotated functional categories for these Group 2 genes). Testing this interpretation will require further experiments on fractionated, staged sub-populations of round spermatids.

### The mouse X and Y chromosomes are involved in an intragenomic conflict that is regulated by *Slx/Slxl1* and *Sly*

Irrespective of the precise molecular mechanism(s) underlying the antagonistic effects of SLX/SLXL1 and SLY, our results demonstrate that both genes have an effect on offspring sex ratio. In particular, comparing shSLX (where *Sly* is still present) to the dual knockdown, there is a significant excess of males; and when comparing shSLY (where *Slx/Slxl1* are still present) to the dual mutant, there is a trend towards excess of females. Thus, the net effect of these genes on inheritance is for X-linked family members to favour X chromosome transmission, and Y-linked members to favour Y chromosome transmission, constituting a *prima facie* genomic conflict. Such a conflict was first postulated in the 1990s following observations that male mice with a partial deletion of the Y long arm produce an excess of female offspring, however supporting evidence has not been forthcoming until recently [16], [20], [26], [27]. The present study demonstrates that such a conflict exists between the sex chromosome-linked *Sycp3*-related genes. An intragenomic conflict is often not visible under normal conditions (i.e. in a WT population) [11], [13] and here the positive effect of *Slx/Slxl1* on sex chromosome transcription was uncovered by the production of mice that are deficient for both *Sly* and *Slx/Slxl1*; similarly, the effects of *Slx/Slxl1* deficiency are also corrected in the dual mutant, although the molecular mechanisms involved are less clear.

### Can sex ratio distortion be directly attributed to *Slx/Slxl1* and *Sly*?

Under the distorter/responder model exemplified by the t complex [1], both *Slx*/*Slxl1* and *Sly* are transmission distorters in that changes in their expression levels lead to a distortion of the sex ratio. However, it is unlikely that they are *directly* responsible for mediating the transmission skew (i.e. responder genes). Indeed, the physiological mechanism of the skew in the present model is an asymmetry in fertilizing ability between X and Y sperm [30]. This implies an underlying molecular/functional asymmetry, namely the presence of a responder gene product which is not evenly shared between X and Y sperm. Both of the known mammalian examples of transmission ratio distortion depend on non-sharing of gene products (both transcript and protein) between sister spermatids: *Spam1* in the case of Rb(6.16) and Rb(6.15) translocation heterozygotes, and *Tcr^Smok^* in the case of driving *t* haplotypes [31]–[33]. We note that SLX/Y proteins appear to be similarly expressed in X- and Y-bearing spermatids. It therefore seems likely that the distortion in Yq deleted mice and in shSLXshSLY transgenic models is mediated by an as yet unidentified sex-linked gene or gene(s) (i.e. the responder), for which *Slx/Slxl1* and *Sly* are competing regulators *via* their global effects on sex chromatin expression. Among the deregulated genes, a few appear as promising candidates, such as the X-encoded homolog of *Tcp11*, which is one of the genes involved in the t-complex transmission distortion, albeit as a distorter rather than a responder [34], and *Alkbh7*, since another *Alkbh* gene has recently been found to cause sex ratio distortion [35].

However, there may be several linked genes involved, at least one of which is likely to evade transcript sharing. In view of this possibility, it is worth noting that both regulators of the conflict have a global effect on sex chromatin; this is an efficient way to control multiple sex chromosome-linked distorters and/or responders simultaneously. The ease of identifying the responder(s) will depend on how directly *SLX*/*Y* regulate them and how many there are. Finally, it is possible that autosomal factors also contribute to the regulation of sex-linked transmission distortion. We note that historically, *Slx* appeared on the X before *Sly* appeared on the Y, and its distorting effect on sex ratio may have subsequently been countered by a combination of *Sly*-mediated repression and other autosomal genes being selected to favour a balanced sex ratio [20].

### The intragenomic conflict in which *Slx/Slxl1* and *Sly* are involved has influenced the structure of the mouse sex chromosomes

In the mouse lineage, there has been a remarkable amplification of spermatid-expressed sex chromosome genes (all of which fall into Group 1 identified above), and which has had a dramatic influence on the structure of the mouse sex chromosomes. This expansion occurred subsequent to the appearance of *Sly*, but was not accompanied by a matching increase in XY transcript levels [20]. It is therefore very likely that essential sex-linked spermatid-expressed genes have become amplified in order to maintain a steady expression in the face of the enhancement of *Sly*-mediated repression and in a sense constitute a “collateral damage” arising from the conflict between *Sly* and *Slx/Slxl1* that we unravel here. Interestingly, the *Speer* gene cluster is one of the autosomal gene families that have experienced the largest rodent-specific expansions [36] and is also repressed by SLY. *Slx/Slxl1* and *Sly* competition may therefore have led to the amplification of reproductive genes outside the sex chromosomes as well as on them.

### The intragenomic conflict in which *Slx/Slxl1* and *Sly* are involved may have played an important role in mouse speciation

F1 hybrid sterile males produced by asymmetric crosses between *M. m. musculus* and *M. m. domesticus* display sperm differentiation defects and wide-spread overexpression of X-encoded spermiogenic genes [37]. Intriguingly, this only occurs in males with a *M. m. musculus* X chromosome and *M. m. domesticus* Y and autosomal chromosomes [38]. These males have an excess of *Slx/Slxl1* copies compared to *Sly* copies, since the *M. m. domesticus* X and Y chromosomes carry ∼40 to 60 copies of *Slx/Slxl1* and *Sly*, while XY encoded *Sycp3*-related genes have been more amplified in *M. m. musculus*, with >100 of *Slx/Slxl1* and *Sly* on the X and Y [18], [20]. Our data show that a balance between *Slx/Slxl1* and *Sly* expression exists in wild-type populations and that disruption of this balance can cause male infertility. In light of these data, we propose that deficiency in the number of *Sly* copies compared to *Slx/Slxl1* copies contributes to F1 male hybrid sterility (see Figure 6) in some of these crosses. This would explain the observed over-expression of X-encoded spermiogenic genes observed in some F1 hybrid males [37] and subsequent sperm differentiation defects and infertility. The observation that F1 males born from the reciprocal cross *domesticus x musculus* are reproductively normal [39] does not necessarily challenge this model. These males have an excess of *Sly* copies compared to *Slx/Slxl1* copies and, according to our model, could be considered as *Slx/Slxl1*-deficient mice and thus display some spermiogenic defects. This however depends critically on the mechanism of the antagonistic effects of SLY and SLX/SLXL1 in the cytoplasm, and on the threshold of copy number imbalance required to trigger abnormal spermatogenesis and/or sex ratio skewing. Given that autosomal genes will be selected to maintain a balanced sex ratio, the *Slx*/*Sly* conflict may well be “buffered” to some extent by epistatic interactions with autosomal genes.

**Figure 6:**
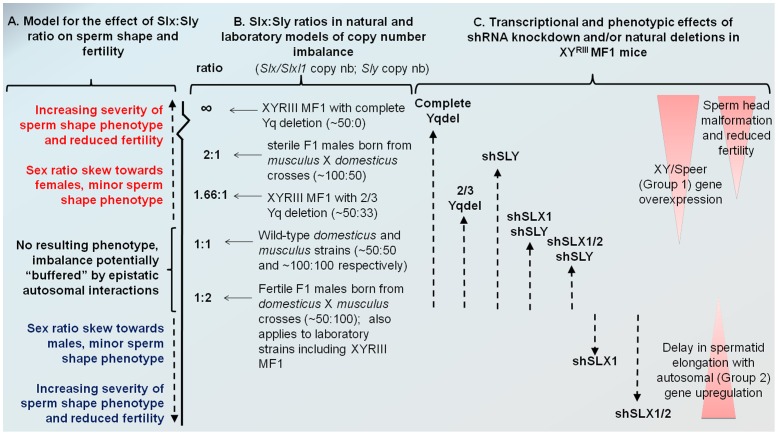
Model comparing *Slx:Sly* copy number imbalance in natural and laboratory mouse strains to *Slx:Sly* gene expression imbalance in shRNA knockdown models. A. A model for how *Slx/Slxl1*:*Sly* imbalance affects sperm shape, offspring sex ratio and fertility. B. Approximate copy number ratio of *Slx/Slxl1* and *Sly* in the reciprocal crosses studied by Good et al. [37] based on an estimate of ∼100 copies of each gene in *musculus* and ∼50 in *domesticus*, in the WT laboratory strain MF1 Y^RIII^ which has a *domesticus* X and autosomes but a *musculus*-derived Y [40]–[42], and in the two natural mutants from the same background studied by us and others [18], [20]. C. The relative magnitude of Group 1 and Group 2 transcriptional responses seen in the various shRNA/deletion models on the MF1 Y^RIII^ background. The double and triple shRNA models show a partial Group 1 response, but no Group 2 response. Importantly, in this model, the shSLX1 and shSLX1/2 phenotypes are expected to fall outside the range of variation seen in the natural mutant and reciprocal cross males, since they are on a background which has already a deficiency in *Slx/Slxl1* copy number compared to *Sly* (50∶100). We emphasise that the effects of *Slx/Slxl1*:*Sly* imbalance are only one contributor to hybrid sterility: sperm shape and testis size QTLs on the *musculus* X map to distinct locations and show different interactions with the *domesticus* autosomes and Y chromosome [50].

We have observed that mice with a partial knockdown of *Slx/Slxl1* (shSLX1 or shSLX2) have comparatively minor spermiogenic defects compared to mice with a severe knock-down (shSLX1/2) [28]. We also note that laboratory strain X chromosomes (including MF1 mice which were used in the present study) are predominantly derived from a *domesticus* background [40], [41], yet are paired in these strains with a *musculus* Y chromosome Y^RIII^ [42]. Thus laboratory strains are intrinsically comparable to the reciprocal cross. Our shSLX models therefore involve skewing the balance of SLX/SLXL1 and SLY even further, to pathogenic effect (see Figure 6). In this light it is intriguing that WT MF1 males have lower XY gene transcription than *Slx/y* deficient males: might this reflect the fact that laboratory strains are inherently “overdosed” for *Sly* relative to *Slx/Slxl1* by virtue of their hybrid origin?

Male hybrid sterility is a complex trait involving several X-linked loci (as demonstrated by the mapping of several quantitative trait loci – QTL – on the X chromosome [38], [43], [44]) as well as autosomal factors [45], [46]). It is worth noting that among the four non-overlapping X-chromosome-linked QTL associated with abnormal spermheads and hybrid sterility, one encompasses *Slx* (0–37.1 Mb), the other, *Slxl1* (47.9–81.8 Mb) [38]. Interestingly, it has been shown that one of the autosomal loci linked to hybrid sterility, *Prdm9*, encodes a histone H3 lysine 4 methyltransferase involved in the silencing of the sex chromosomes during meiosis (Meiotic Sex Chromosome Inactivation). It therefore epigenetically represses multiple X-chromosome loci, some of which part of the hybrid sterility gene network, and epistatic interactions between *Prdm9* and multiple X and autosomal loci have been shown to cause asymmetric hybrid male sterility associated with a disruption of MSCI and thus a de-repression of the X chromosome [43], [46]. However, *Prdm9* does not appear to be involved in the X-chromosome up-regulation and sterility observed in F1 hybrid males studied by Good et al. [37].

Taken together, the genetic basis of reproductive isolation in mice is complex, and disruption of the transcriptional regulation of the X seems to contribute to the evolution of hybrid male sterility. The antagonistic effects of *Slx/Slxl1* and *Sly* at the transcriptional and phenotypic level, in particular the effects on postmeiotic XY gene regulation, may therefore be among the important elements contributing to the evolution of hybrid sterility between mouse species. The production of F1 males with a transgene-derived increased *Sly* expression or with a knockdown of *Slx/Slxl1* expression should help address this question.

In conclusion, we have demonstrated that the mouse X and Y chromosomes are involved in an intragenomic conflict that is regulated by the multicopy genes *Slx/Slxl1* and *Sly*. SLX/SLXL1 and SLY proteins compete during sperm differentiation, and notably have opposite effects on the regulation of sex chromosome gene expression. Disruption of *Slx/y* balance causes sex ratio distortion, sperm differentiation defects and male infertility. To the best of our knowledge, our work is the first characterization of a conflict over sex chromosome transmission in mammals and provides further evidence to support the hypothesis that intragenomic conflicts can have major consequences on gene regulation, genome structure and speciation.

## Materials and Methods

### Generation and breeding of transgenic mice

shSLY (aka sh367), shSLX1 and shSLX1/2 males were produced and maintained as described before [19], [28]. To produce shSLX1shSLY and shSLX1/2shSLY double transgenic mice, shSLX1 females were mated to shSLY or to shSLYshSLX2 transgenic males. Double transgenic females were then mated to MF1 XY^RIII^ males (see [19]) to maintain the stock, since shSLY males are subfertile and give progeny only rarely. Two-month-old males single or double transgenic for sh367 (shSLY), shSLX1 or shSLX1/2 transgenes, as well as their non-transgenic siblings (WT) were processed for all the analyses presented here. Animal procedures were in accordance with the United Kingdom Animal Scientific Procedures Act 1986 and were subject to local ethical review.

### Elutriation of spermatids

Fractions enriched in round spermatids (>90%) were obtained from the above described transgenic and control (WT) males as described previously [19]. Each sample has been purified from a pool of testes obtained from 2 to 5 males.

### Transfection

The coding sequence of mouse *Dkkl1* and *Slx* cDNA were amplified by PCR and cloned into a C-terminal Myc-tagged pCMV vector; the coding sequence of mouse *Slx*, *Slxl1*, *Sly1* and *Sly2* cDNA were amplified by PCR and cloned into a N-terminal Flag tagged pCMV vector using EcoRI and NotI restriction sites (see Table S1 for a full list of primers). Co-transfections of HEK293 or COS cells were performed in 6-well plates using 1.5 µg of each DNA and 5 µl of Lifofectamine (Invitrogen) following the manufacturer's instructions. Proteins were extracted 24 hours post transfection in 200 µl of Lysis buffer (25 mM NaCl, 10 mM Tris-HCl, 5 mM EDTA, 0.1%NP-40) and immunoprecipitated as described below.

### Protein analyses

Nuclear and cytoplasmic protein extracts were obtained as follow. The powder obtained from two adult testes crushed on dry ice was homogenized in a glass pestle with 1 mL of lysis buffer (0.6 M Sucrose, 10 mM Hepes pH 7.7, 25 mM KCl, 2 mM EDTA, 0.5 mM EGTA and protease inhibitors). After the addition of 0.2% NP40, the lysate was centrifuged for 15 minutes at 800 g. The supernatant corresponded to the cytoplasmic fraction. The pellet was washed twice with 1 mL of lysis buffer and then resuspended in 100 µl of nuclear protein extraction buffer (20 mM Hepes pH 7.7, 1.5 mM MgCl2, 0.2 mM EDTA, 25% glycerol and protease inhibitors) plus 10 µl of 4 M NaCl. After 30 minutes of homogenization at 4°C, the samples were centrifuged for 30 minutes at 11000 g; the supernatant corresponded to the nuclear protein extract. A pellet of ∼1×10^7^ round spermatids was extracted following the same protocol using 250 µl of lysis buffer and 50 µl of nuclear protein extraction buffer. Whole testicular protein extraction was performed as described previously [19]. For immunoprecipitation experiments, proteins extracted from transfected cells were first pre-cleared with protein A/G sepharose for 1 hour at 4°C. They were then incubated overnight with Protein G- or Protein A- sepharose which had been covalently bound to MYC (Santa Cruz Biotechnology) or FLAG (Sigma) antibody beforehand (see [21] for a detailed protocol). Western blot experiments were performed as described previously [19]. Membranes were incubated overnight with anti-SLX/SLXL1 [28] diluted at 1/3000, anti-SLY1 [21] at 1/3000, anti–β-actin (Sigma) at 1/50000, or anti-LAMIN B1 (Santa Cruz Biotechnology) at 1/1000, anti-FLAG (Sigma) at 1/1000, or anti-MYC (Santa Cruz Biotechnology) at 1/1000. Detection by chemiluminescence was carried out after incubation with the corresponding secondary antibody coupled to peroxidase, as described by the manufacturer (Millipore).

### Immunofluorescence and TUNEL

Immunofluorescence experiments were performed on testis material fixed in 4% buffered paraformaldehyde and sectioned as described before [25]. DAPI (4′,6-diamidino-2-phenylindole) was used to stain nuclei (Vectashield DAPI, Vectorlab). Alexa Fluor 594-conjugated peanut agglutinin lectin (Invitrogen), which stains the developing acrosome of spermatids, was used to stage the testis tubules. For the analysis of apoptotic elongating spermatids and delayed elongating spermatids, approximately 150 tubules were counted per individual (4 to 6 individuals per genotype). The percentage of tubules containing apoptotic elongating spermatids was determined on testis sections fluorescently stained using an in situ cell death detection kit (TUNEL, terminal deoxynucleotidyltransferase dUTP nick end labeling) as described by the manufacturer (Roche Diagnostics, Indianapolis, IN). The percentage of tubules containing delayed elongating spermatids (i.e. stage I to VIII tubules containing elongating spermatids) was assessed on testis sections fluorescently stained by H4K12Ac antibody (Millipore, Bedford, MA), a known marker of stage 9–12 elongating spermatids.

### Antibody detection, chromosome painting, and DNA–FISH on surface-spread testicular cells

Antibody detection was performed on surface-spread testicular cells following a protocol described previously [19] adapted from Barlow et al. [47]. Incubation with the primary antibody (anti-SLY1 [17], anti-SLX/SLXL1 [28] or anti-H3K9me3 [Upstate] diluted 1/100) was carried out over-night in a humid chamber at 37°C. DNA-FISH, then chromosome painting were performed after antibody detection as described previously [48]. *Speer* DNA-FISH was carried out using mouse BACs RP23-212A20 and RP24-310N20 (CHORI). As a control for specificity (see Figure S1), SLX/SLXL1 antibody was preabsorbed with 8 mg of SLX immunogenic peptide or with 8 mg of a noncompeting peptide (SLY peptide). For the quantification of H3K9me3 signal over the PMSC, the chromocenter domain was defined using the corresponding black and white DAPI picture. Then, H3K9me3 signal outside this chromocenter domain was measured and normalized to that of H3K9me3 signal over the chromocenter for each cell (100 cells per genotype), using Metamorph and ImageJ (See Figure S4). Slides corresponding to 3 individuals per genotype were coded and randomized before the analysis; the analysis was therefore carried out blind as to genotype.

### Analysis of sperm head morphology

For the quantification of spermhead abnormalities, sperm collected from the initial caput epididymis were suspended in phosphate-buffered saline. The suspension was smeared on slides (two slides per individual) and fixed in 3∶1 methanol∶acetic acid. The slides were then dipped in 0.4% Photoflo for 2 min, air dried and stained on a plate heated at 60°C with one drop of 50% silver nitrate mixed with one drop of 2% gelatin (Sigma). The slides were coded and randomized. Sperm scoring was carried out ‘blind’ as to genotype (4 to 6 individuals per genotype) and 100 sperm per slide were classified into 6 categories on the basis of the type and severity of abnormalities observed, using criteria described by Yamauchi et al. [49] and in Figure S6. In the text and figures, spermheads from category N were termed “normal”; category 1S, “slightly abnormal”; category 2S, “slightly flattened”; category 3G, “abnormally thin”; category 4G, “grossly flattened” and categories 5G to 8G were pooled and named “other gross abnormalities” (cf. Figure S6).

### Fertility testing and sex ratio of the offspring

To assess fertility and obtain sex ratio data from the offspring, five males of each genotype were mated with MF1 WT females over a period of six months.

### Real-time PCR and microarray analyses

Real-time Reverse Transcription-Polymerase Chain Reaction (RT-PCR) and microarray analyses were performed as previously described on RNA extracted from 2-month old testis or from round spermatids obtained after elutriation [19] (cf. Table S1 for a list of the primers used in this study). Real-time RT-PCR experiments were performed in parallel for all the genotypes described in this study, with between 3 to 5 individuals per genotype. For the microarray analysis, three shSLX1, three shSLY, three shSLX1shSLY and four wild type spermatid batches were analyzed (Illumina BeadChip, mouse whole-genome array, v2). These data thus include and extend our previously-reported results for shSLX1 round spermatids and for shSLY round spermatids in previous analyses [19], [28], which collectively used two shSLY, two shSLX1 and four WT spermatid batches. Data normalization and calculation of FDR-adjusted p values was carried out in BeadStudio (Illumina) as previously described [19], [28]. The full data set has been uploaded to GEO, accession number GSE39109.

### Statistical analysis

For comparisons of the incidence of sperm head abnormalities, differences between genotypes were assessed by ANOVA after angular transformation of percentages, using the General Linear Models ANOVA provided by NCSS statistical data analysis software. The same test was applied to the frequency of abnormal head-tail connections, TUNEL positive elongating spermatids, delayed elongating spermatids (assessed by H4K12Ac staining) and H3K9me3 quantification. Student's *t* test was used to compare the data obtained for fecundity, sperm number and real-time PCR (performed on the ΔCt values). A Chi-square test was used for sex ratio data. Microarray results were analyzed as described in Figure S3 and Figure S5.

## Supporting Information

Figure S1 Immunofluorescence detection of SLX/SLXL1 proteins in spermatids. A) Representative pictures of the detection of SLX/SLXL1 proteins (green) by immunofluorescence in shSLY and WT round spermatid nuclei (surface spread technique). DAPI (blue) was used to stain nuclei. X and Y chromosome painting were performed sequentially. SLX/SLXL1 proteins are detected in shSLY spermatid nuclei in 76% of the cases. No signal could be detected in the majority of WT round spermatid nuclei (84%). The nuclear SLX/SLXL1 signal observed in the remaining ∼16% of WT round spermatid is very weak compared to the nuclear signal in shSLY round spermatids. B) Control of the specificity of SLX/SLXL1 immunofluorescence signal (green) in surface-spread round spermatid nuclei. DAPI (in blue) was used to stain nuclei. Left Panel: SLX/SLXL1 proteins (in green) were observed in *Sly*-deficient (shSLY) round spermatid nuclei. Note in the picture the presence of a flattened sperm head, characteristic of shSLY testicular spread. When the antibody was preabsorbed with SLX/SLXL1 peptide, the signal disappeared. When the antibody was preabsorbed with a noncompeting peptide (SLY), SLX/SLXL1 signal was maintained. Right Panel: No signal was observed in the majority of WT round spermatids, in round spermatids deficient for SLX/SLXL1 proteins (shSLX1/2) and those deficient for both SLY and SLX/SLXL1 (shSLX1/2shSLY). All these controls demonstrate the specificity of the nuclear signal obtained with SLX/SLXL1 antibody in shSLY round spermatids.
(TIF)

Figure S2 Characterization of shSLX1/2shSLY males. We produced males carrying an shSLY transgene together with one or two shSLX transgenes (i.e. shSLX1 and/or shSLX2). ShSLY males carry an shRNA-expressing transgene, which triggers the specific degradation of *Sly* transcripts *via* RNA interference [19]. Similarly, shSLX transgenic mice express *Slx/Slxl1*-specific shRNA and display a decrease in whole testis *Slx/Slxl1* transcript levels estimated as ∼68% and ∼59% for transgenic lines shSLX1 and shSLX2, and ∼83% for shSLX1/2 double transgenics [28]. A–B) Real time PCR quantification of *Slx*/*Slxl1* (A) and *Sly* (B) transcript levels in WT, shSLY, shSLX2shSLY, shSLX1shSLY and shSLX1/2shSLY whole testes. The y-axis indicates the level of expression compared to WT (2^ΔΔCt^ ± standard errors). The combination of shSLY transgene with any shSLX transgene yielded an efficient knockdown of *Sly* and of *Slx/Slxl1* [one asterisk indicates significant difference from WT (p<0.02; t test on ΔΔCt values)]. The combination of shSLY transgene and two shSLX transgenes (i.e. shSLX1/2shSLY) produced a more pronounced decrease in *Slx/Slxl1* expression [two asterisks indicate significant difference between shSLX1/2shSLY and shSLX2shSLY or shSLX1shSLY (p<0.02; t test on ΔΔCt values)]. C) Real time PCR quantification showed that transcript levels of X-encoded (*Actrt1* and *1700008I05Rik*) and of Y-encoded genes (*Ssty1* and *Zfy2*) were lower in shSLX1/2shSLY than in shSLY whole testes [one asterisk indicates significant difference between shSLY and shSLX1/2shSLY values (p<0.05; t test on ΔΔCt values)]. The y-axis indicates the level of expression compared to WT (2^ΔΔCt^ ± standard errors).
(TIF)

Figure S3 Comparison of the microarray results obtained for shSLY and shSLX1shSLY round spermatids. List of the 222 genes showing greater than 1.5 fold-change in *Sly*-deficient spermatids (i.e. shSLY) relative to WT; 196 of them were corrected to some degree by addition of the shSLX transgene (in shSLX1shSLY). 

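The list in Figure S3 gives, for each gene, the expression ratio to WT in shSLY and in shSLX1shSLY and whether the change was corrected. Of its 222 genes, 189 are listed as higher and 33 as lower in shSLY, with 113 on the X and 25 on the Y. By symbol 126 and by gene identifier a further 21 were matched to probes of the arrays. The 145 entries that were also tested stand for 142 different genes, all of which had a point value in the listed direction in the fit to the 13 arrays. Of these, 134 were called in shSLY (140 when adjusted over the list alone). The list was chosen by the authors on these same samples, so this is not independent evidence of direction. Signed by the listed direction, the median log2 ratio to WT was 1.03 in shSLY and 0.70 in shSLX1shSLY, and 124 of the 142 genes (87.3%) had a smaller change in shSLX1shSLY. The difference between shSLX1shSLY and shSLY passed for 2 of them (44 when adjusted over the list alone). Across genes, which are not independent replicates, the listed and fitted log2 ratios in shSLY correlated with r = 0.971. After median scaling 61 of the genes were called in shSLY.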

For 46 of these genes, the difference between shSLY and shSLX1shSLY was itself statistically significant.
(PDF)

Figure S4 Measurement of the intensity of H3K9me3 staining over PMSC in surface-spread spermatids. (A) Graph representing the distribution of the H3K9me3 PMSC signal intensity per spermatid as classified by categories in WT (red), *Sly*-deficient (shSLY, blue) and *Slx/y*-deficient mice (shSLX1/2shSLY, green). The average values obtained for WT, shSLY and shSLX1/2shSLY are respectively: 0.65, 0.51 and 0.59. B) Graph representing the H3K9me3 PMSC signal intensity in each spermatid, ranked by increasing intensity, in WT (red), *Sly*-deficient (shSLY, blue) and *Slx/y*-deficient mice (shSLX1/2shSLY, green). The median values obtained for WT, shSLY and shSLX1/2shSLY are respectively: 0.64, 0.52 and 0.58.
(TIF)

Figure S5 Comparison of the microarray results obtained for shSLX1 and shSLX1shSLY round spermatids. List of the 115 genes showing greater than 1.5 fold-change in *Slx/Slxl1*-deficient spermatids (i.e. shSLX1) relative to WT; 111 of them were corrected to some degree by addition of the shSLY transgene (in shSLX1shSLY). For 91 of these genes, the difference between shSLX1 and shSLX1shSLY was itself statistically significant.
(PDF)

Figure S6 Further analyses of the sperm morphology of *Slx/y*-deficient males. A) Bar graph representing the percentage of spermatozoa with abnormal head to tail connections. *Slx/Slxl1*-deficient spermatozoa (i.e. shSLX1 or shSLX2) displayed a significant increase of abnormal head to tail connections compared to WT (represented by the hatch symbol, p<0.001; ANOVA). This was significantly rescued by the addition of shSLY transgene with values from shSLX1shSLY, shSLX2shSLY and shSLX1/2shSLY males undistinguishable from WT (ANOVA, p>0.4) but significantly different from shSLX1 and shSLX2 values (represented by a star; ANOVA, p<0.05). B) Pictures and diagrams of the different categories of sperm heads used for the quantification, as previously described by Yamauchi et al. [49]. N: normal sperm. Category 1S: slightly abnormal sperm heads with changes in the caudal part. Category 2S: heads with slightly flattened acrosome. Category 3G: heads which are thinner and more pointed. Category 4G: heads with grossly flattened acrosome (more severe version of 2S). Categories 5G to 8G were pooled and represent other gross abnormalities. 5G: head-neck junction located on the ventral side. 6G–8G: heads without the curve normally observed in sperm, with remnants of the hook (6G) or with an oval shape (7G and 8G). Scale bar represents 5 µm. C) Detailed quantification of sperm head abnormalities in all the genotypes analyzed in the present study. D) Quantification of normal spermheads. Hatch symbol (#) indicates significant difference from WT (ANOVA, p<0.0001). One asterisk indicates significant improvement between other genotypes (ANOVA, p<0.02). Note the increase in the percentage of normal spermheads in *Slx/y*-deficient (shSLX1shSLY, shSLX2shSLY and shSLX1/2shSLY) compared to *Sly*-deficient male (shSLY). ShSLX1/2shSLY males also show a significant increase in the percentage of normal spermheads compared to shSLX1shSLY and shSLX2shSLY males. E) Quantification of grossly flattened spermhead abnormalities. These abnormalities are specifically observed in *Sly*-deficient males. Hatch symbol (#) indicates significant difference from WT (ANOVA, p<0.0001). One asterisk indicates significant improvement between other genotypes (ANOVA, p<0.03). Note the decrease in the percentage of grossly flattened spermheads in *Slx/y*-deficient (shSLX1shSLY, shSLX2shSLY and shSLX1/2shSLY) compared to *Sly*-deficient males (shSLY). ShSLX1/2shSLY males also show a significant decrease in this percentage compared to shSLX1shSLY and shSLX2shSLY males. According to those results, the genotypes can be classified in order of decreasing severity of their spermhead phenotype, as follow: shSLY>shSLX1shSLY = shSLX2shSLY>shSLX1/2shSLY. This is in clear correlation with the intensity of *Slx/Slxl1* knock-down and thus demonstrates that *Slx/Slxl1* knockdown rescues *Sly*-deficiency. F) Quantification of slightly abnormal spermhead abnormalities. These abnormalities are specifically observed in *Slx/Slxl1*-deficient males. Hatch symbol (#) indicates significant difference from WT (ANOVA, p<0.04). One asterisk indicates significant difference between *Slx/y*-deficient and *Slx/Slxl1*-deficient males (ANOVA, p<0.0008). Note the decrease in the percentage of slightly thin spermheads in *Slx/y*-deficient (shSLX1shSLY, shSLX2shSLY and shSLX1/2shSLY) compared to *Slx/Slxl1*-deficient males (shSLX1 or shSLX2). For this category of sperm abnormalities, *Slx/y*-deficient males did not significantly differ from WT. This shows that *Sly* deficiency rescues the spermhead abnormalities observed in *Slx/Slxl1*-deficient males.
(TIF)

Figure S7 SLX, SLXL1, SLY1, and SLY2 proteins can interact with the cytoplasmic protein DKKL1. A) FLAG antibody detection of extracts from COS cells transfected with DKKL1-MYC and either FLAG-SLY1, FLAG-SLY2, FLAG-SLX, FLAG-SLXL1, before (INPUT) and after immunoprecipitation (IP) with MYC antibody. A non-specific FLAG-tagged control was not immunoprecipitated by DKKL1-MYC (data not shown).
(TIF)

Table S1 List of the primers used in the study.
(PDF)

# Supplementary material for: A Genetic Basis for a Postmeiotic X Versus Y Chromosome Intragenomic Conflict in the Mouse
**Source:** PLoS Genet. 2012 Sep 13;8(9):e1002900. doi: 10.1371/journal.pgen.1002900
**Supplement:** Figure S3 — Comparison of the microarray results obtained for shSLY and shSLX1shSLY round spermatids. List of the 222 genes showing greater than 1.5 fold-change in Sly-deficient spermatids (i.e. shSLY) relative to WT; 196 of them were corrected to some degree by addition of the shSLX transgene (in shSLX1shSLY). For 46 of these genes, the difference between shSLY and shSLX1shSLY was itself statistically significant.

Figure S3

Data normalisation and p value calculation were carried out in BeadStudio (Illumina), using the Illumina custom error model

This table shows all genes found to be 1.5fold regulated in shSLY relative to wild type, with an FDR corrected p value < 0.05

The rightmost columns indicate:

- 1) Whether the magnitude of the log ratio to WT was lower in shSLX1shSLY than in shSLY (i.e. correction of the de-regulation)
- 2) If so, whether the difference between shSLX1shSLY and shSLY had an FDR corrected p value < 0.05

	shSLY		shSLX1shSLY		Annotation			Correction	
SYMBOL	Log2_ratio	p(XY)	Log2_ratio	p(shSLY)	SEARCH_KEY	entrez_id	Chr.	Mag	Sig
LOC271697	-0,609	0,000	-0,647	1,000	ILMN_196910	271697	1	N	-
Ufc1	-0,708	0,000	-0,812	0,890	ILMN_222108	66155	1	N	-
1110008P14Rik	1,017	0,000	0,520	0,002	ILMN_216202	73737	2	Y	Y
2210008N01Rik	0,861	0,000	0,771	1,000	ILMN_191351	76579	2	Y	N
Cebpb	0,689	0,002	0,190	0,138	ILMN_222901	12608	2	Y	N
Cst3	0,745	0,021	-0,007	0,077	ILMN_215837	13010	2	Y	N
LOC100045403	0,890	0,000	0,493	0,023	ILMN_221330	100045403	2	Y	Y
Phpt1	-0,951	0,000	-0,809	1,000	ILMN_212413	75454	2	Y	N
Slc39a12	-0,642	0,005	-0,068	0,071	ILMN_250798	277468	2	Y	N
Spinlw1	0,885	0,001	0,435	0,194	ILMN_212156	75526	2	Y	N
4933417G07Rik	-0,732	0,000	-0,626	1,000	ILMN_191795	71182	3	Y	N
Hsd3b4	-0,617	0,010	-0,187	0,201	ILMN_222998	15495	3	Y	N
Lxn	-0,771	0,005	-0,475	0,207	ILMN_218315	17035	3	Y	N
2410166I05Rik	-0,636	0,000	-0,787	1,000	ILMN_212736	76824	4	N	-
Camk2n1	-0,635	0,000	-0,491	0,913	ILMN_254160	66259	4	Y	N
LOC677215	-0,734	0,000	-0,847	1,000	ILMN_201550	665298	4	N	-
4930449I24Rik	0,787	0,009	0,540	0,734	ILMN_253759	67410	5	Y	N
6330405H19	0,651	0,048	0,883	1,000	ILMN_221175	100038441	5	N	-
LOC100044549	0,607	0,005	0,678	1,000	ILMN_224136	100044549	5	N	-
LOC639341	0,680	0,000	0,323	0,015	ILMN_198203	639341	5	Y	Y
Speer4a	0,777	0,017	0,295	0,311	ILMN_201519	75657	5	Y	N
Wsb2	0,737	0,000	0,400	0,427	ILMN_187961	59043	5	Y	N
Pex5	0,605	0,044	0,160	0,532	ILMN_209293	19305	6	Y	N
Egfbp2	0,772	0,029	0,221	0,218	ILMN_196757	13647	7	Y	N

Hnrpl	0,616	0,003	0,286	0,313	ILMN_212547	15388	7	Y	N
Klk1	1,016	0,000	0,867	1,000	ILMN_196747	16612	7	Y	N
Klk1b26	2,043	0,009	2,249	1,000	ILMN_196712	16618	7	N	-
Klk1b5	1,313	0,000	0,773	0,217	ILMN_196768	16622	7	Y	N
Klk1b9	1,081	0,036	1,046	0,878	ILMN_196709	13648	7	Y	N
LOC545952	0,987	0,002	0,421	0,418	ILMN_258759	100038914	7	Y	N
Tmem86a	1,017	0,000	0,777	0,233	ILMN_214221	67893	7	Y	N
Zfp36	0,801	0,027	0,150	0,196	ILMN_188430	22695	7	Y	N
1700096P03Rik	-0,765	0,000	-0,540	0,599	ILMN_188465	73557	8	Y	N
1810012K16Rik	-1,644	0,000	-1,130	0,063	ILMN_215805	69108	8	Y	N
LOC100047759	-0,975	0,001	-1,474	0,383	ILMN_201550	100042734	8	N	-
Mrpl34	0,635	0,008	0,077	0,043	ILMN_222071	94065	8	Y	Y
Rnf170	-0,879	0,000	-0,371	0,001	ILMN_187098	77733	8	Y	Y
9430081H08Rik	0,944	0,000	0,532	0,416	ILMN_191533	77430	9	Y	N
Btg4	1,083	0,000	0,824	0,466	ILMN_214539	56057	9	Y	N
Cd3d	0,600	0,000	0,248	0,000	ILMN_218570	12500	9	Y	Y
Cypt10	1,003	0,000	0,589	0,037	ILMN_236117	664726	9	Y	Y
Cypt9	0,926	0,019	0,360	0,304	ILMN_237115	664724	9	Y	N
Rplp1	-0,762	0,000	-0,855	1,000	ILMN_201550	56040	9	N	-
Usp3	0,715	0,000	0,493	1,000	ILMN_190457	235441	9	Y	N
4930528J18Rik	0,753	0,000	0,459	0,442	ILMN_187039	78195	10	Y	N
A630084D02Rik	0,639	0,000	0,353	0,090	ILMN_203888	70208	10	Y	N
1700092K14Rik	0,637	0,000	0,230	0,142	ILMN_219587	73536	11	Y	N
Rdm1	-0,686	0,000	-0,753	1,000	ILMN_215276	66599	11	N	-
Esrrb	-0,597	0,011	-0,469	1,000	ILMN_213635	26380	12	Y	N
Agtr1a	-1,455	0,000	-0,829	0,018	ILMN_222907	11607	13	Y	Y
Hist1h3a	0,689	0,000	0,486	0,977	ILMN_246403	360198	13	Y	N
Hist1h3d	0,640	0,004	0,589	1,000	ILMN_187783	319149	13	Y	N
Hist1h3e	0,663	0,000	0,615	1,000	ILMN_240054	319151	13	Y	N
Hist1h3h	0,587	0,000	0,820	0,946	ILMN_249613	319152	13	N	-
1500001L15Rik	-0,725	0,000	-0,590	1,000	ILMN_221574	68966	14	Y	N
1700080P15Rik	-0,872	0,003	-0,400	0,452	ILMN_202196	18530	14	Y	N
E330034G19Rik	0,780	0,000	0,739	0,979	ILMN_196636	105418	14	Y	N
EG545047	0,941	0,039	1,051	1,000	ILMN_225380	545047	14	N	-
EG546250	0,967	0,002	0,811	1,000	ILMN_201457	546250	14	Y	N
EG638262	0,677	0,000	0,404	0,257	ILMN_201460	638262	14	Y	N

Fndc3	-0,998	0,000	-0,774	0,688	ILMN_188804	319448	14	Y	N
LOC100040863	0,756	0,000	0,221	0,483	ILMN_199680	100040863	14	Y	N
LOC544988	0,649	0,002	0,161	0,196	ILMN_230723	100042149	14	Y	N
2010001J22Rik	0,764	0,004	0,167	0,227	ILMN_218106	70113	15	Y	N
Ext1	-0,707	0,000	-0,605	1,000	ILMN_221180	14042	15	Y	N
Gpr172b	-0,685	0,000	-0,448	0,501	ILMN_210952	52710	15	Y	N
Prr13	-0,917	0,000	-0,851	1,000	ILMN_215277	66151	15	Y	N
Chaf1b	-0,721	0,000	-0,779	1,000	ILMN_215876	110749	16	N	-
Efcab1	0,636	0,012	0,691	1,000	ILMN_216541	66793	16	N	-
ENSMUSG00000044227	0,949	0,047	0,382	0,474	ILMN_206641	640627	16	Y	N
Tbx1	0,773	0,010	0,383	0,690	ILMN_222134	21380	16	Y	N
Alkbh7	-0,659	0,000	-0,470	0,831	ILMN_218238	66400	17	Y	N
Def6	0,674	0,017	0,117	0,209	ILMN_209446	23853	17	Y	N
Rpp21	-0,873	0,000	-0,745	0,847	ILMN_220751	67676	17	Y	N
Self-pending	-0,957	0,000	-0,998	1,000	ILMN_201586	77057	17	N	-
2400010D15Rik	-0,718	0,000	-0,589	1,000	ILMN_211381	76482	18	Y	N
4933426E01Rik	-0,619	0,037	-0,799	1,000	ILMN_202859	13510	18	N	-
Sra1	-0,651	0,001	-0,509	1,000	ILMN_208746	24068	18	Y	N
Btrc	-0,821	0,003	-0,423	0,686	ILMN_193084	12234	19	Y	N
1110059M19Rik	0,918	0,000	0,079	0,004	ILMN_220773	68800	X	Y	Y
1600025M17Rik	1,513	0,000	0,698	0,004	ILMN_221630	72030	X	Y	Y
1700006H02Rik	1,070	0,000	1,122	1,000	ILMN_196351	69361	X	N	-
1700008I05Rik	1,156	0,000	0,848	0,281	ILMN_216883	71841	X	Y	N
1700010D01Rik	1,186	0,000	1,124	1,000	ILMN_211201	76386	X	Y	N
1700013H16Rik	0,783	0,036	0,736	1,000	ILMN_217112	75514	X	Y	N
1700020N15Rik	0,856	0,006	0,199	0,065	ILMN_220159	75509	X	Y	N
1700025D03Rik	1,214	0,000	0,756	0,143	ILMN_201762	67944	X	Y	N
1700031F05Rik	0,742	0,000	0,595	1,000	ILMN_196511	73300	X	Y	N
1700042B14Rik	0,958	0,000	0,694	0,008	ILMN_216906	73347	X	Y	Y
1700045I19Rik	0,726	0,000	0,399	0,198	ILMN_209606	74264	X	Y	N
1700054O13Rik	0,603	0,000	0,464	1,000	ILMN_221831	67334	X	Y	N
1700072E05Rik	0,837	0,000	1,094	0,574	ILMN_209155	73495	X	N	-
1700080O16Rik	1,034	0,000	0,845	0,654	ILMN_209046	74279	X	Y	N
1700084M14Rik	1,006	0,000	0,450	0,024	ILMN_184803	73487	X	Y	Y
1700085A12Rik	1,517	0,017	1,183	1,000	ILMN_193185	78631	X	Y	N
1700123J19Rik	0,610	0,016	0,448	1,000	ILMN_210758	73614	X	Y	N

1700129I15Rik	0,729	0,003	1,013	0,262	ILMN_185761	78478	X	N	-
3110007F17Rik	1,358	0,000	1,074	0,877	ILMN_188622	73061	X	Y	N
4930428D18Rik	1,339	0,000	0,765	0,005	ILMN_225536	619294	X	Y	Y
4930428E23Rik	0,960	0,000	0,701	0,427	ILMN_244828	434800	X	Y	N
4930430D24Rik	1,089	0,000	0,319	0,094	ILMN_256260	194735	X	Y	N
4930432H15Rik	1,006	0,000	0,772	0,922	ILMN_219215	73866	X	Y	N
4930447F04Rik	0,744	0,000	0,610	1,000	ILMN_196508	74862	X	Y	N
4930468A15Rik	1,237	0,000	1,121	1,000	ILMN_218851	74987	X	Y	N
4930503H13Rik	0,810	0,017	0,305	0,376	ILMN_187318	74941	X	Y	N
4930519F16Rik	1,215	0,000	0,534	0,019	ILMN_194173	75106	X	Y	Y
4930524E20Rik	1,102	0,000	0,406	0,000	ILMN_242965	75097	X	Y	Y
4930524N10Rik	0,862	0,000	0,631	0,262	ILMN_196516	75071	X	Y	N
4930557A04Rik	1,033	0,000	0,376	0,001	ILMN_217036	385317	X	Y	Y
4933400A11Rik	0,917	0,002	0,922	1,000	ILMN_221738	66747	X	N	-
4933403O08Rik	0,663	0,019	0,365	0,884	ILMN_214452	71030	X	Y	N
4933416I08Rik	0,760	0,001	0,147	0,124	ILMN_219534	71159	X	Y	N
Abcd1	0,628	0,000	0,295	0,383	ILMN_209991	11666	X	Y	N
Actrt1	1,639	0,000	1,124	0,279	ILMN_211644	73360	X	Y	N
Akap14	1,031	0,000	0,673	0,006	ILMN_241953	434756	X	Y	Y
Arhgef6	1,122	0,006	0,721	0,748	ILMN_202183	73341	X	Y	N
Arl13a	1,106	0,002	0,946	1,000	ILMN_223123	74448	X	Y	N
Asb12	1,192	0,000	0,352	0,037	ILMN_219860	70392	X	Y	Y
Asb9	0,741	0,004	0,135	0,074	ILMN_217406	69299	X	Y	N
Cdkl5	0,731	0,000	0,702	1,000	ILMN_213972	382253	X	Y	N
Cnbp2	1,164	0,000	0,561	0,000	ILMN_258248	75064	X	Y	Y
Cpxcr1	1,456	0,005	1,284	1,000	ILMN_232377	382239	X	Y	N
Ctag2	1,514	0,000	1,421	1,000	ILMN_222168	70062	X	Y	N
Cypt2	1,424	0,000	0,757	0,000	ILMN_223630	245566	X	Y	Y
Cypt3	0,941	0,000	0,843	0,946	ILMN_196351	69361	X	Y	N
Cypt6	1,010	0,000	0,897	1,000	ILMN_220801	66742	X	Y	N
Dmrtc1a	0,810	0,000	0,581	0,480	ILMN_202428	70887	X	Y	N
Dmrtc1c	0,799	0,000	0,623	0,801	ILMN_217002	71083	X	Y	N
EG210457	1,517	0,000	1,213	0,427	ILMN_198549	210457	X	Y	N
EG237009	1,818	0,047	1,760	1,000	ILMN_241004	237009	X	Y	N
EG238829	0,969	0,006	1,042	1,000	ILMN_198726	238829	X	N	-
EG382265	1,317	0,000	0,811	0,072	ILMN_200946	382265	X	Y	N

EG546347	0,864	0,000	0,716	1,000	ILMN_232085	546347	X	Y	N
EG627311	1,072	0,000	0,194	0,025	ILMN_198707	627311	X	Y	Y
EG668360	1,152	0,000	0,949	1,000	ILMN_200842	668360	X	Y	N
F8a	0,974	0,000	0,520	0,307	ILMN_194941	14070	X	Y	N
Fmr1nb	0,619	0,000	0,310	0,092	ILMN_190519	207854	X	Y	N
Gm1141	0,630	0,028	0,844	1,000	ILMN_200818	382221	X	N	-
Gm362	1,144	0,000	0,664	0,353	ILMN_198555	236774	X	Y	N
Gm47	0,602	0,000	-0,018	0,143	ILMN_198704	195726	X	Y	N
Gm732	1,086	0,000	0,869	0,855	ILMN_260916	213450	X	Y	N
Gm773	0,917	0,015	0,824	1,000	ILMN_224498	331416	X	Y	N
Gspt2	0,677	0,000	0,591	1,000	ILMN_185166	14853	X	Y	N
Klhl15	0,772	0,000	0,568	0,064	ILMN_188378	236904	X	Y	N
LOC100040020	1,155	0,000	0,674	0,013	ILMN_223941	100040020	X	Y	Y
LOC100040899	0,837	0,000	0,698	1,000	ILMN_254706	100040899	X	Y	N
LOC211702	1,166	0,000	0,799	0,682	ILMN_198612	211702	X	Y	N
LOC236749	1,132	0,000	0,903	1,000	ILMN_236473	236749	X	Y	N
LOC238829	1,145	0,000	1,045	1,000	ILMN_255176	238829	X	Y	N
LOC245600	0,926	0,000	0,683	0,875	ILMN_198764	245600	X	Y	N
LOC245693	0,873	0,000	0,547	0,186	ILMN_198715	245693	X	Y	N
LOC270621	0,697	0,000	0,366	0,286	ILMN_198743	667934	X	Y	N
LOC331528	0,586	0,000	0,479	1,000	ILMN_198669	331528	X	Y	N
LOC333588	1,419	0,000	0,454	0,070	ILMN_198688	333588	X	Y	N
LOC382213	0,990	0,000	-0,826	0,000	ILMN_200813		X	Y	Y
LOC382232	1,017	0,000	0,685	0,686	ILMN_200841	100042465	X	Y	N
LOC385360	0,776	0,004	0,706	1,000	ILMN_200820	385360	X	Y	N
LOC631002	0,814	0,000	0,554	0,659	ILMN_252375	631002	X	Y	N
LOC631784	1,136	0,024	1,122	1,000	ILMN_257790	631784	X	Y	N
LOC634955	1,230	0,000	0,695	0,013	ILMN_200784	628871	X	Y	Y
LOC666096	1,165	0,000	-0,373	0,000	ILMN_224045	666096	X	Y	Y
Maged1	0,782	0,000	0,783	1,000	ILMN_215570	94275	X	N	-
Morf4l2	0,819	0,000	0,514	0,366	ILMN_209831	56397	X	Y	N
Ott	0,854	0,000	0,946	1,000	ILMN_221772	18422	X	N	-
OTTMUSG00000016790	0,680	0,003	0,163	0,140	ILMN_236251	547160	X	Y	N
OTTMUSG00000017677	1,071	0,000	0,836	0,136	ILMN_237635	574404	X	Y	N
OTTMUSG00000017827	1,413	0,000	0,696	0,112	ILMN_231407	628053	X	Y	N
OTTMUSG00000019001	0,719	0,006	0,551	1,000	ILMN_232603	434864	X	Y	N

Pdk3	0,695	0,000	0,487	0,770	ILMN_216915	236900	X	Y	N
Pja1	0,713	0,000	0,625	0,669	ILMN_211345	18744	X	Y	N
Ppef1	0,739	0,000	0,089	0,037	ILMN_198711	237178	X	Y	Y
Prdx4	0,703	0,001	0,736	1,000	ILMN_201946	53381	X	N	-
Rhox11	1,624	0,000	0,899	0,008	ILMN_223196	194738	X	Y	Y
Rhox3f	0,854	0,002	0,255	0,056	ILMN_239358	621852	X	Y	N
Ribc1	0,853	0,000	0,744	0,922	ILMN_217863	66611	X	Y	N
Rp23-438h3.2	1,349	0,010	1,214	1,000	ILMN_212722	69357	X	Y	N
Satl1	0,981	0,000	0,568	0,009	ILMN_219886	73809	X	Y	Y
Sh3kbp1	0,983	0,000	0,617	0,345	ILMN_219487	58194	X	Y	N
Slc10a3	0,850	0,000	0,593	0,648	ILMN_209098	214601	X	Y	N
Spaca5	1,135	0,032	0,097	0,080	ILMN_198542	278203	X	Y	N
Ssxb2	0,655	0,042	0,469	0,998	ILMN_233470	387132	X	Y	N
Ssxb5	0,654	0,000	0,364	0,484	ILMN_228620	387586	X	Y	N
Syt15	0,784	0,000	0,523	0,114	ILMN_222257	236643	X	Y	N
Tgif2lx	1,596	0,000	1,457	1,000	ILMN_221737	245583	X	Y	N
Tmsb4x	1,013	0,000	0,685	0,111	ILMN_196070	19241	X	Y	N
Ube2dnl	1,660	0,000	0,691	0,000	ILMN_221710	237009	X	Y	Y
Ubl4	0,730	0,020	0,054	0,043	ILMN_189969	27643	X	Y	Y
Wdr13	0,848	0,000	0,745	1,000	ILMN_186433	73447	X	Y	N
Xk	0,604	0,011	0,235	0,452	ILMN_188482	22439	X	Y	N
Zcchc13	1,323	0,000	0,530	0,003	ILMN_196673	75064	X	Y	Y
Zic3	0,702	0,000	0,629	1,000	ILMN_186994	22773	X	Y	N
Zmym3	0,868	0,007	0,676	0,937	ILMN_185339	56364	X	Y	N
LOC100039516	0,834	0,000	0,622	0,156	ILMN_201035	100039516	Y	Y	N
LOC100039829	0,789	0,000	0,574	0,081	ILMN_201036	100039829	Y	Y	N
LOC100040384	0,837	0,000	0,395	0,000	ILMN_201013	100040384	Y	Y	Y
LOC100041256	1,012	0,000	0,510	0,001	ILMN_201014	100041256	Y	Y	Y
LOC100041608	1,280	0,010	0,368	0,119	ILMN_199487	100041608	Y	Y	N
LOC100041934	0,701	0,000	0,438	0,019	ILMN_201008	100041934	Y	Y	Y
LOC100041980	1,204	0,000	0,540	0,000	ILMN_201020	100041980	Y	Y	Y
LOC100042145	0,980	0,021	0,255	0,206	ILMN_201027	100042145	Y	Y	N
LOC100042290	1,324	0,000	0,924	0,000	ILMN_201017	100042290	Y	Y	Y
LOC100042351	0,932	0,000	0,452	0,000	ILMN_201019	100042351	Y	Y	Y
LOC100042481	1,244	0,000	0,765	0,004	ILMN_201553	100042481	Y	Y	Y
LOC100042550	1,060	0,000	0,552	0,000	ILMN_201012	100042550	Y	Y	Y

LOC380994	0,602	0,028	0,445	1,000	ILMN_232232	380994	Y	Y	N
LOC382133	1,180	0,000	0,670	0,000	ILMN_250371	382133	Y	Y	Y
LOC382297	0,673	0,000	0,513	0,307	ILMN_201007		Y	Y	N
LOC385542	1,323	0,000	0,612	0,037	ILMN_201010		Y	Y	Y
LOC385543	1,252	0,000	0,913	0,913	ILMN_201011		Y	Y	N
LOC385583	1,261	0,000	0,796	0,001	ILMN_201031		Y	Y	Y
LOC434960	0,840	0,001	0,071	0,010	ILMN_240151	434960	Y	Y	Y
LOC665746	1,287	0,000	0,513	0,016	ILMN_201018	665746	Y	Y	Y
LOC665918	1,183	0,000	0,482	0,000	ILMN_201016	665918	Y	Y	Y
MGC107098	1,231	0,001	1,185	1,000	ILMN_255921	434935	Y	Y	N
Rbm31y	0,862	0,002	0,750	1,000	ILMN_188939	74484	Y	Y	N
Ssty1	1,294	0,000	0,795	0,002	ILMN_201553	20611	Y	Y	Y
Ssty2	1,036	0,000	0,429	0,186	ILMN_223346	70009	Y	Y	N
4732458O05Rik	-0,588	0,000	-0,786	1,000	ILMN_203137			N	-
E030024C07Rik	0,845	0,022	0,783	1,000	ILMN_205793			Y	N
LOC100045423	0,989	0,000	0,492	0,052	ILMN_213375	100045423		Y	N
LOC672441	1,418	0,000	0,881	0,542	ILMN_198839	672441		Y	N
LOC673063	1,215	0,000	0,758	0,597	ILMN_196700	673063		Y	N
							222	196	46

# Supplementary material for: A Genetic Basis for a Postmeiotic X Versus Y Chromosome Intragenomic Conflict in the Mouse
**Source:** PLoS Genet. 2012 Sep 13;8(9):e1002900. doi: 10.1371/journal.pgen.1002900
**Supplement:** Table S1 — List of the primers used in the study.

Table S1. List of the primers used in the study

Table S1. List of the primers used in the study			
Construct	Primer name	Primers used to produce tagged constructs	
		Sequence	
pCMV-Dkk1-myc	pCMV-Dkk1-Eco-myc-F<br>pCMV-Dkk1-Msc-myc-Xho-R	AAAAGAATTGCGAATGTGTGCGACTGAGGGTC<br>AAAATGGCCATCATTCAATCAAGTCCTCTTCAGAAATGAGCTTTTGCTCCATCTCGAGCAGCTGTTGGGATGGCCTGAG	
pCMV-Slx-myc	pCMV-Not-Slx-F<br>pCMV-MscI-Myc Slx-R	AAA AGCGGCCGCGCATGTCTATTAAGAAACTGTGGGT<br>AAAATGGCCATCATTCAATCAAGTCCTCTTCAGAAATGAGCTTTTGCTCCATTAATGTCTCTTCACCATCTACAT	
pCMV-Flag-Sly1	pCMV-Eco-SlyF<br>pCMV-NotI-Sly-R	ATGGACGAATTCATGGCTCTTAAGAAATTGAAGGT<br>CGAGTGCGGCCGCTTAGTTCTTG	
pCMV-Flag-Sly2	pCMV-Eco-SlyF<br>pCMV-NotI-Sly-R	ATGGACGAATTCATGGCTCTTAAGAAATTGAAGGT<br>CGAGTGCGGCCGCTTAGTTCTTG	
pCMV-Flag-Slx	pCMV-Eco-SlxF<br>pCMV-NotI-Slx-R	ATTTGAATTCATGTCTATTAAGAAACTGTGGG<br>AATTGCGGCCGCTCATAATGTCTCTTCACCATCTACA	
pCMV-Flag-Slx1	pCMV-Eco-Slx1F<br>pCMV-NotI-Slx1-R	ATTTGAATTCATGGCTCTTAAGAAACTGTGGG<br>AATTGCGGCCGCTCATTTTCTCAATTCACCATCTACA	
Gene name	Primer name	Real time PCR primers	Reference
		Sequence	
<i>Acrv1</i> (aka <i>SP-10</i>)			[19]
	<i>Acrv1-F</i>	TGAGTACACCACTTCCAAGCA	
	<i>Acrv1-R</i>	AAGCACATGTGTGGCAATTT	
<i>Slx</i>			[26]
	<i>Slx-F</i>	TTCAGATGAAGAAGAAGAGCAGG	
	<i>Slx-R</i>	TCCATATCAAACCTTGCTCACAC	
<i>Slx1</i>			[26]
	<i>Slx1-F</i>	TTGGAGGACGCTCATTCTG	
	<i>Slx1-R</i>	ACGACTTGTTGTTGATCATCTCC	
<i>Slx/Slx1 (Slx all)</i>			[28]

<i>Actrt1</i>	<i>Slx-all-F</i>	TTTCTCAGAGGAATGGCAGCG	[19]
	<i>Slx-all-R</i>	TCATCATGAGTTACTGGATTCTGT	
<i>1700008I05Rik</i>	<i>Actrt1-F</i>	CTCAAAAATGGTCTGCAACAGC	[19]
	<i>Actrt1-R</i>	TCTTGATAGGGGTTCCCTCAAA	
<i>Ssty1</i>	<i>1700008I05Rik-F</i>	AAAGCCAATTCGTGGAGACAAT	[26]
	<i>1700008I05Rik-R</i>	TGGGAGAGATGCAGAATATCCA	
<i>Zfy2</i>	<i>Ssty1-F</i>	AGAAGGATCCAGCTCTCTATGCT	[19]
	<i>Ssty1-R</i>	CCAGTTACCAATCAACACATCAC	
<i>Sly (Sly1+2)</i>	<i>Zfy2-F</i>	CTTAATTCCAGACATTTAACTTCCA	[19]
	<i>Zfy2-R</i>	ATCACTTGTTCAAAATGTCCTACATT	
<i>Sly</i>	<i>Global Sly F</i>	CATTTATAAGACGCTTCACATAAAG	[26]
	<i>Global Sly R1</i>	TCCTCCATGATGGCTCTTTC	
	<i>Global Sly R2</i>	ATTCTCCATGATGGCTCTTTC	
	<i>Sly-F</i>	CTGGAGATGACATTTATAAGACGC	
	<i>Sly-R</i>	TCCTCCATGATGGCTCTTTC

How the deposited data were processed for this re-analysis (not part of the article)

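RNA of purified round spermatids was measured on 13 Illumina mouse BeadChip arrays, 1 array per preparation, with 4 WT, 3 shSLY, 3 shSLX1 and 3 shSLX1shSLY arrays. Groups follow the sample labels, which name elutriation or sedimentation for the purification. The authors deposited bead summary intensities, which are mean signals per probe on the linear scale with no normalization between arrays and no background subtraction. The authors also deposited a detection p-value for each probe on each array, which the scanner software takes from negative control beads. The authors' table of normalized signal values has the same quantiles in each column and is on the linear scale, with column medians of 77.38 to 77.44. The submitters' notes name GenomeStudio 2011.1, and the paper names BeadStudio with the Illumina custom error model, whose further settings are not given in the sources used here.

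The intensities were background corrected, quantile normalized and log2 transformed with neqc in limma 3.58.1 under R 4.3.3, with an offset of 16 and the negative control level inferred from the detection p-values. Probes with a detection p under 0.05 on at least 3 arrays were kept, 20250 of 45281. A gene with several kept probes was represented by the probe with the highest mean, and a probe without a single gene name counted as itself. Of the probes, 34885 had 1 gene name, 18 several and 10378 none, and 34807 of the named probes were matched to the reference by gene identifier. The 14660 genes or probes tested comprise 7 mitochondrial genes and 3536 with no chromosome, which enter no chromosome class.

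limma fitted 1 mean per group over all arrays, with 9 residual and 5.70 prior degrees of freedom and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The comparisons were shSLY, shSLX1 and shSLX1shSLY with WT, shSLX1shSLY with each single line, and the interaction of the deficiencies. Mean log2 ratios per chromosome class were compared between arrays with two-sided exact permutation tests. Gene lists and classes were tested with camera (preset correlation 0.01, and an estimated correlation), adjusted over the lists of a comparison, and list members were counted also when adjusted over the list alone. The gene lists, the design and the alternatives were set before the data were examined, apart from those named in the closing section. The genes named are those the paper names, the 10 largest rises and 10 largest falls per comparison among called genes whose arrays do not overlap between the groups and whose probe has a usual gene name, and the 4 list members with the smallest adjusted p. The values of Figure S3 had been seen when this rule was written. Where a gene was detected on no array of a group, its fold is a lower bound.

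Correlations of array values within groups were 0.987 to 0.996 for WT, 0.976 to 0.995 for shSLY, 0.977 to 0.988 for shSLX1 and 0.989 to 0.992 for shSLX1shSLY. The fit was tested on simulated data made from 16209 genes. Of 50 genes changed 2-fold it called 62% for shSLY, 66% for shSLX1 and 52% for shSLX1shSLY against WT, and of 50 changed 1.5-fold 8%, 18% and 10%, with 0, 5 and 2 unchanged genes called. The simulated noise was drawn independently for each probe and array and held no array sets. These counts therefore do not measure false calls that follow the sets of the real arrays.

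Arrays were sorted into sets by Ward clustering of the probes detected on no array, cut at 3 sets. Correlations were 0.622 to 0.655 within the first set, 0.441 to 0.490 within the second and 0.536 to 0.573 within the third. Between the first and second sets they were 0.462 to 0.553, so the second set is not separated from the first by them. The third set had 0.286 to 0.367 with the first and 0.318 to 0.357 with the second. Replicate numbers were checked for pairing. Same-numbered WT and shSLY arrays deviated from their group means together, with correlations of 0.11, 0.25 and 0.25, so the fit with the replicate number as a block is given beside shSLY against WT where it changes a count. Same-numbered shSLY and shSLX1 arrays had correlations of 0.17, 0.27 and 0.46, and the block is given beside the overlap and the interaction. The pairing comes from these values alone, since neither labels nor paper give it. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

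Alternatives were no background correction, normexp with an offset of 50, median scaling, the authors' normalized values, no filter, a detection p under 0.01 on all 13 arrays, every kept probe, the replicate block, only the groups compared, array quality weights, an intensity-dependent prior variance, no fold change threshold, treat against a 1.2-fold change, class medians, class genes above the median intensity, and leaving out each array. Real-time PCR, blots, immunofluorescence and breeding data were not used here.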

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

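The tests of the array set and of a joint effect on genes called in shSLX1shSLY alone, and of RNA from other cells, were chosen after the results were seen. The tests of the correction were set before, and after the results were seen it was added that 1 array, or a value within its spread of the bound, excludes nothing and that the fit with the set as a block counts for the array set.

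Among 122 results tested for a WT array far from the other WT arrays, Rhox11 on WT replicate 4 (0.12 from the WT mean, log2) and Gulo on WT replicate 3 (-0.33) stood apart. Chance sets apart about 1 in 20 such groups.

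The effect of Sly deficiency differed with and without Slx/Slxl1 deficiency for 200 genes in a test of the interaction. Of 100 drawn splits of the 13 arrays into such groups, 4 called as many genes, the real one included. That share is close to 1 in 20, and 100 draws are too few to place it below, so chance is not excluded. Of the drawn splits, 1 called 2346 genes, which points to a structure of the samples. The interaction on the log2 scale was -1.98 for Klk1b26, -3.06 for Stfa1, -2.20 for Chil4, -3.32 for Myl2, -3.25 for Bmp7, -2.75 for Tmod4, -2.38 for Aox4, -2.48 for Pira2, -2.75 for Gulo, 1.18 for Jund, 1.12 for Slc27a1, 1.06 for Flrt3, 0.80 for Rhobtb3, -1.34 for Guca1a, -2.39 for Actn4, -2.67 for Pold4, 1.75 for Rpe, -2.27 for Thbs2, -1.76 for Defb21 and -2.50 for Guca2a. Thbs2 and Guca2a were detected on no shSLX1shSLY array, and Thbs2 on no WT array, so their values depend on the intensity floor and are no bounds. By camera with its preset correlation the interaction also passed for X multicopy spermatid genes (median -0.39), Leydig cell markers (-0.40), kallikrein 1 genes (-1.56), myoid cell markers (-0.43), macrophage markers (-0.78), endothelial markers (-0.31), red blood cell genes (-2.39), immediate early response genes (-1.06), extracellular matrix genes (-0.39) and cytosolic ribosome genes (-0.23). With an estimated correlation only the kallikrein 1 genes passed (adjusted p = 0.0463).

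Among the genes named by the paper or for the size of their change, 3 that the paper does not discuss were detected on all shSLX1shSLY arrays and on no WT array. Other genes were not searched for this. Rsbn1 was at least 3.41-fold higher, Glcci1 at least 3.45-fold and Nnmt at least 13.3-fold. Their interaction values were 0.35, 0.23 and 0.74 (standard errors 0.61, 0.67 and 0.86), and none was called. All shSLX1shSLY arrays lie in the set without WT arrays, so these rises cannot be told apart from the array set.

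The first pattern weighed is that of 744 autosomal genes called in shSLX1shSLY against WT and in neither single line, with a median difference of 0.78. A joint effect of both deficiencies would set shSLX1shSLY apart from the single-line arrays of its own set, and that median was 0.18, which is 23.3% of the difference, close to the 25% required to exclude it and with an interquartile range of 0.27 over genes, so a joint effect stays open. The single-line arrays of that set differed from the other arrays of their groups in the direction of shSLX1shSLY by a median of 0.54, or 69.2%. The array set may therefore account for much of these calls, on the evidence of 1 array of each single line.

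For the second pattern, the smaller change in shSLX1shSLY of genes called in a single line, selection of large differences would leave at most 55% of genes lower in shSLX1shSLY, in the direction of the change, than on replicate 3 when that array was not used to pick them, and the share was 78.1% for shSLY and 94.4% for shSLX1. With replicates 1 and 2 left out instead it was 81.9% and 67.5% for shSLY and 90.5% and 86.8% for shSLX1, so selection alone is argued against, and for shSLY a part of the pattern may come from it. The array set would leave no excess of replicate 3 of the single line over shSLX1shSLY within 1 set, and the median excess was 0.27 for shSLY and 0.80 for shSLX1. These rest on 1 array each, with SDs over genes of 0.38 and 0.68, which do not measure the spread between arrays. The set as a block took shSLX1shSLY against WT from 1305 genes to 43. It left 226 of 353 genes called in shSLX1 with a smaller change and a direct difference (64.0%). The block places the third set by shSLY replicate 3 and shSLX1 replicate 3, so it is not separate support. For shSLX1 the values argue against the array set as the whole cause only as far as these arrays stand for their lines. For shSLY the block left 6 of 480, against 5 of 450 without it, so it decides nothing there and the array set stays open. The paper concludes that the shSLX1 changes are almost completely rescued and the shSLY changes partially. It rests this also on sperm counts, spermatid delay and apoptosis, sperm head shape, fertility, real-time PCR and H3K9me3 staining, which were not used here. For the array values alone it remains a hypothesis here, since the arrays are few and the Sly probe does not check the labels.

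The third pattern is the rise of 193 autosomal genes in shSLX1, with a median of 1.05. RNA from other cells would raise the markers of a cell type on every array. The highest median of any list of other cells' markers on any shSLX1 array was 0.42, for macrophage markers. The kallikrein 1 genes, some of which are also Leydig markers, were not tested as a cell type and had medians of 1.43, 1.29 and 1.02. Of single markers, Lyz1 of macrophages was 0.68 higher, Vwf of endothelial cells 0.85 and Insl3 of Leydig cells 0.05, which are those with the highest WT signal, though signals of different probes do not rank abundance. None of the 11 macrophage markers is among the 193 genes, but 2 Leydig, 1 myoid and 1 endothelial marker are. The genes with the largest rises, Stfa1, Chil3, Chil4, Myl2 and Bmp7, are on none of these lists. The lists therefore do not tell from which cells their RNA came. As whole lists these cell types are argued against as the main source, while a contribution of them and of cell types without a list stays open.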

How the results depend on the processing

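The settings with the array set, with 8 or 5 arrays or with arrays of 1 set were chosen after seeing the data; the others were set before. Where no cause is named, the cause was not tested.

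Counts of genes called are given in the order shSLY, shSLX1 and shSLX1shSLY against WT, then shSLX1shSLY against shSLY and against shSLX1 (450, 262, 1305, 15 and 1095). They were 279, 160, 608, 5 and 608 with no background correction, 280, 164, 627, 5 and 630 with normexp and an offset of 50, 193, 110, 3267, 3 and 368 with median scaling, 271, 156, 588, 5 and 586 with the authors' normalized values, and 168, 123, 59, 1 and 340 with treat. Array quality weights gave 734 for shSLY, 2149 for shSLX1shSLY, and 2555 and 2342 against the single lines. shSLX1shSLY against WT had 687 without a filter, 811 with the strict filter (shSLX1 118), 43 with 3 array sets as a block and 16 with 2 (637 against shSLX1). With every probe 9 genes were called against shSLY. Only the groups compared gave 0 and 598 against the single lines, the 5 arrays of the set without WT 0 and 43 with fewer arrays, where the lone single-line array is assumed to vary like the shSLX1shSLY arrays, and shSLX1 had 150 against WT arrays of its own set. The interaction count of 200 was 90 with median scaling, 78 with the strict filter, 1253 with weights, 96 with treat and 406 with 3 sets.

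Of genes called in shSLY, those with a smaller change and a direct difference (5) were 3 with no background correction, normexp, the authors' values, every probe and treat, 0 with median scaling and the groups compared, 12 with the replicate block, 428 with weights and 8 with 2 sets. For shSLX1 (206) they were 134, 137, 87 and 130 under the background, normexp, median and authors' settings, 87 with the strict filter and 115 with treat. The share with a smaller change was 79.8% with median scaling, 94.6% with treat and 89.7% with 2 sets for shSLY, and, opposite changes of any size included, 99.4% with normexp and 100% with median scaling for shSLX1. The overlap of 21 was 12 with no background correction, normexp, no filter and the replicate block, 7 with median scaling, 11 with the authors' values and 6 with treat. Of the Figure S3 genes 61 were called with median scaling and 83 with treat.

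The autosomal mean of shSLX1shSLY against shSLY (-0.0018) was 0.0042 with no background correction, 0.0040 with normexp, 0.0044 with the authors' values, 0.0039 without a filter, 0.028 with the strict filter, where it reversed, 0.026 over genes above the median intensity, 0.0023 with 3 sets and 0.00035 on 5 arrays. In shSLX1 (0.0093) it was -0.25 with median scaling, -0.0079 with every probe, -0.0018 with weights and -0.011 as a median. In shSLX1shSLY it passed at -0.36 with median scaling and -0.019 with the set blocks, and in shSLY it no longer passed at -0.0039 without a filter or -0.0079 with the groups compared. The Y mean in shSLX1 passed at -0.14 without a filter, -0.21 with weights and -0.16 with 3 sets. The Y difference of shSLX1shSLY from shSLY did not pass at -0.17 over genes above the median intensity.

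Leaving out 1 array gave 256 to 512 genes for shSLY, 253 to 1737 for shSLX1shSLY, 0 to 1861 and 537 to 2594 against the single lines, 106 to 250 for the interaction, 0 to 162 and 131 to 244 direct differences, shares of 83.2 to 91.0% and 95.8 to 99.6%, and an overlap of 9 to 25. Class means ranged from -0.014 to -0.0013 (autosomal, shSLY), -0.0083 to 0.0026 (autosomal, shSLX1shSLY against shSLY), -0.32 to -0.23 (Y, the same), -0.26 to -0.062 (Y, shSLX1) and -0.076 to 0.022 (X, shSLX1).

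Among lists and genes, myoid (-0.12) and macrophage (-0.019) markers reversed in shSLX1 with median scaling, Leydig markers without WT replicate 1 (0.10), shSLY replicate 1 (0.32) and shSLY replicate 2 (0.32), and, in shSLX1shSLY with both set blocks, Ccdc42 (-0.036), Atp5a1 (-0.12), Syce2 (-0.026) and Pgam2 (0.024). Immediate early response genes reversed (-0.21) with 2 sets.

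The replicate block gave 296 genes for shSLY and 66 for shSLX1shSLY against shSLY. The interaction count was 136 with it. Same-numbered arrays deviated together for shSLY with WT and with shSLX1, and not for other groups. Only 4 of 13 arrays matched their own number best, so a pairing is not shown. Of the values of chromosome classes and counts, 540 kept their side or size, 140 moved, 7 passed anew, 8 no longer passed and 1 reversed, and of those of genes and lists 19796, 623, 491, 1255 and 14 did. A block by slide or scan could not be run, since neither is given in the sources used here. The ratio of signal to background, 15.8 to 35.6, limits calls of dim genes.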

Differences from the paper's values

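Only alternatives that were set before the data were examined are compared with the paper here. Settings that use the array sets were chosen after and are left out. The paper's counts use a 1.5-fold threshold and a false discovery rate from BeadStudio, and the counts here a limma adjusted p, and a probe without a gene name counts as a gene.

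The paper lists 222 genes changed in shSLY and 450 were called here. The count came within 1.5 times of the paper's with no background correction (279), normexp with an offset of 50 (280), median scaling (193), the authors' normalized values (271), the replicate block (296), treat (168), and without WT replicate 3 (277), WT replicate 4 (280) or shSLY replicate 1 (256), and not under the other alternatives. Of these genes the paper gives 196 with a smaller change in shSLX1shSLY, against 388 here, and the same alternatives came within 1.5 times (245, 246, 154, 237, 262, 159, 242, 247 and 233). As shares, the paper's numbers make 88.3% and those here 86.2%. The paper gives 46 with a significant correction, against 5 here, and no alternative came within 1.5 times. Adjusted over the list alone, 44 of the 142 Figure S3 genes tested here differed between shSLX1shSLY and shSLY, and 149 of the 450 called genes did.

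The paper gives 115 genes changed in shSLX1, against 262 here. No background correction (160), normexp (164), median scaling (110), the authors' values (156), a detection p under 0.01 on all arrays (118) and treat (123) came within 1.5 times, and the others did not. The paper gives 111 with a smaller change in shSLX1shSLY, against 257 here, with 159, 163, 110, 155, 117 and 121 under those alternatives. These counts here include changes in the opposite direction of any size. By size of the change the count here is 253, and the shares are 96.5% from the paper's numbers and 96.6% here (98.1% for 257). The paper gives 91 with a significant correction, against 206 here, and no background correction (134), median scaling (87), the authors' values (130), the strict detection filter (87), treat (115) and leaving out shSLX1 replicate 2 (131) came within 1.5 times.

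The paper's mean log2 ratio of X genes in shSLY is about 0.17 in Fig. 3A, read by eye, against 0.53 here, and no alternative came within the SD. In shSLX1shSLY the paper's value is about 0.12 in Fig. 3A, read by eye, against 0.33 here, and median scaling (0.035) and no filter (0.18) came within it. For Y genes the paper's values are about 0.62 in shSLY and about 0.37 in shSLX1shSLY in Fig. 3A, read by eye, against 0.79 and 0.52 here. In shSLY no background correction (0.68), normexp (0.68), the authors' values (0.68) and no filter (0.66) came within the SD, in shSLX1shSLY only no filter (0.46).

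The paper's median log2 ratio in shSLY of the Figure S3 genes found here, taken over higher and lower genes together, is 0.793, against 0.94, and no background correction (0.82), normexp (0.82), median scaling (0.82) and the authors' values (0.82) came within the SD.

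The paper states from real-time PCR that Sly transcript is lower in shSLX1shSLY than in shSLY. The Sly probe differed by 0.04 here (limma adjusted p = 0.950), and the paper's lower Sly transcript in shSLY than in WT was not seen with this probe either (0.33). With the array set as a block both values turned negative, as given above, so their signs are open.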

Other observations

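The test of shared controls and the counts over other splits of the arrays were set before the data were examined, and the comparison over all ways to split the WT arrays was added after.

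Other splits of the arrays bear on the counts of genes called. For shSLX1 against WT 1 of 35 splits, the real one, called as many as 262 genes, and the highest other called 160. For shSLX1shSLY against WT 1 of 35, the real one, called as many as 1305, and the highest other called 5. This is the smallest share that 35 splits allow, and it was not adjusted for the number of comparisons. The splits therefore argue against chance for these counts without excluding it. The split of shSLX1shSLY from WT follows the array set, so its count does not separate the genotype from the set. The other split with 160 put the arrays of the second set on 1 side. In the comparisons with shSLY and shSLX1, replicate 3 of the single line shares the set of the shSLX1shSLY arrays. Swapping it with any 1 shSLX1shSLY array kept the sets of both sides and called 0 genes. With 1 single-line array in that set, these counts do not settle the parts of set and genotype. For shSLY against WT 2 of 35 called as many as 450, so chance is not excluded. The other split, with 591, set WT replicates 3 and 4 and shSLY replicate 3 against the arrays of the first set and so follows the array set, and 480 genes were called with the array set as a block. The 8 splits that part the same-numbered arrays as the real one does called at most 0 genes besides it. The numbers are not shown to mark pairs, so nothing is concluded from these splits. For shSLX1shSLY against shSLY (15, highest other 0) and against shSLX1 (1095, highest other 1), 1 of 10 splits called as many, and 10 splits are too few for a share under 0.05.

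With shSLY set against WT replicates 1 and 2 and shSLX1 against WT replicates 3 and 4, 6 genes were called in opposite directions. In none of the 6 ways to split the WT arrays do the comparisons share one, and 3 to 24 genes went in opposite directions there, where lists of these sizes drawn independently would share 0.329 to 3.81. Noise in shared WT arrays moves both comparisons the same way (mean correlation 0.43 in simulations with no effect). It would not produce opposite calls, so these splits could not have shown it as a cause. The 24 came with shSLY against WT replicates 3 and 4 and shSLX1 against WT replicates 1 and 2. That split sets every array against WT arrays of another set. The array set was not tested as a cause.

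Further gene lists are given for shSLY and shSLX1 against WT, with the camera adjusted p. In shSLY, 1 of 19 cytoskeleton genes (1 when adjusted over the list alone; 0.00939, adjusted p = 0.291 with an estimated correlation; median 0.21 and not passing without shSLY replicate 2) and 2 of 13 extracellular matrix genes (4 when adjusted over the list alone; 0.00152, adjusted p = 0.259 with an estimated correlation) rose. Pgk1 was the 1 glycolysis gene called (0.571) and Ube2dnl2 the 1 ubiquitin gene (0.495), 1 ribosome gene rose and 1 fell (0.924). None was called among pachytene spermatocyte (0.425), spermatogonia (0.425), early round spermatid (0.924), elongating spermatid (0.311), Leydig (0.157), Sertoli (0.0577), myoid (0.157) and endothelial (0.924) markers, lipid metabolism (0.924), oxidative phosphorylation (0.172), apoptosis (0.955) and heat shock (0.924), and adjusted over each list alone 1 Leydig marker rose. In shSLX1, 1 immediate early response gene fell (0.0875). None was called among histone H3 (0.0759), germ cell Y (0.203), all-tissue Y (0.746), heterochromatin (0.0956), pachytene (0.768), spermatogonia (0.306), early round (0.149), elongating (0.0889), Sertoli (0.0956), red blood cell (0.445), proteasome (0.961), ribosome (0.544), apoptosis (0.746), heat shock (0.448) and Speer (0.352) lists, and adjusted over each list alone 1 spermatogonia marker rose, and 1 heterochromatin gene and 1 Sertoli marker fell.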
